# Characterization of the Limbal Epithelial Stem Cell Niche

**DOI:** 10.1167/iovs.64.13.48

**Published:** 2023-10-31

**Authors:** Isabel Y. Moreno, Arian Parsaie, Tarsis F. Gesteira, Vivien J. Coulson-Thomas

**Keywords:** heavy chain 5 (ITIHC5), inter-alpha-inhibitor, hyaluronan, cornea, limbus, extracellular matrix, glycosaminoglycans, proteoglycans

## Abstract

**Purpose:**

Limbal epithelial stem cells (LESCs) reside within a LSC niche (LSCN). We recently identified that hyaluronan (HA) is a major constituent of the LSCN, and that HA is necessary for maintaining LESCs in the “stem cell” state, both in vitro and in vivo. Herein, we characterized the LSCN to identify key components of the HA-specific LSCN.

**Methods:**

The cornea and limbal rim were dissected from mouse corneas, subjected to mRNA extraction, and sequenced using a NextSeq 500 (Illumina) and data processed using CLC Genomics Workbench 20 (Qiagen) and the STRING database to identify key components of the LSCN. Their expression was confirmed by real-time PCR, Western blotting, and immunohistochemistry. Furthermore, the differential expression of key compounds in different corneal cell types were determined with single-cell RNA sequencing.

**Results:**

We identified that the hyaladherins inter-alpha-inhibitor (IαI), TSG-6 and versican are highly expressed in the limbus. Specifically, HA/HC complexes are present in the LSCN, in the stroma underlying the limbal epithelium, and surrounding the limbal vasculature. For IαI, heavy chains 5 and 2 (HC5 and HC2) were found to be the most highly expressed HCs in the mouse and human limbus and were associate with HA-forming HA/HC-specific matrices.

**Conclusions:**

The LSCN contains HA/HC complexes, which have been previously correlated with stem cell niches. The identification of HA/HC complexes in the LSCN could serve as a new therapeutic avenue for treating corneal pathology. Additionally, HA/HC complexes could be used as a substrate for culturing LESCs before LESC transplantation.

The cornea is the clear outermost layer of the eye and, as such, is continuously exposed to insults. The cornea has various structural and physiological properties that enable it to heal and remain transparent after injury. One important characteristic of the cornea is the presence of limbal epithelial stem cells (LESCs) in the annular transition zone between the cornea and conjunctiva.^1^ LESCs are unipotent stem cells that differentiate into transient amplifying cells and move into the cornea, continuously replenishing the corneal epithelium with new cells.^1^^,^^2^ LESCs are important for the long-term maintenance of the corneal epithelium and critical for repopulating the corneal epithelium after injury.^2^^–^^4^ In tissues, stem cells are located within specific anatomical compartments, stem cell niches, which provide a specialized environment capable of maintaining them in an undifferentiated and self-renewable state.^5^^–^^8^ A substantial body of work has demonstrated that a specific microenvironment exists surrounding the limbal epithelial stem cells, forming the limbal epithelial stem cell niche (LSCN).^5^^,^^9^^–^^12^ One of the most important components of the stem cell niche is the extracellular matrix (ECM). The ECM is the noncellular component of tissues that provides essential structural support, serves as a reservoir for binding various growth factors, cytokines, and metalloproteases, and is responsible for providing various cues during development, homeostasis, and pathology.^13^^–^^16^

Each tissue contains an ECM with a unique composition that is capable of providing an optimal microenvironment necessary for carrying out its necessary functions. For example, cartilage is composed of proteoglycans (PGs), hyaluronan (HA), and collagen that form a resilient, resistant, and load-bearing tissue.^17^ The high glycosaminoglycan (GAG) content of the ECM in cartilage means it is a heavily hydrated tissue, which allows it to resist heavy impacts and also allows the free movement of molecules throughout the matrix of the non-vascularized tissue.^17^ ECMs are in a constant state of turnover, having the ability to rapidly respond to environmental stimuli and change as needed. This is evident after injury, where a provisional ECM is deposited to support the process of wound healing. Subsequently, this provisional ECM is reorganized into an ECM that can support normal tissue functions, as part of the process of regeneration.^18^ Importantly, the composition of the ECM that is present in the LSCN is distinct from that present in the peripheral and central cornea, and, also from that in the conjunctiva.^19^^,^^20^ Our group has recently demonstrated that HA-rich ECM exists within the LSCN, and that this HA matrix is necessary for maintaining LESCs in the “stem cell” state. This HA-matrix within the limbus assumes a net-like distribution surrounding the LESCs and forms “cable-like” structures, as we have previously shown.^5^^,^^19^^,^^21^^,^^22^ These “cable-like” structures run around the circumference of the limbus and extend into the peripheral cornea.^5^

HA is a linear polymer formed of a repeating disaccharide unit composed of glucuronic acid and N-acetylglucosamine and is one of the major components in tissues accounting for approximately 3% of the human dry body weight.^23^ Studies have shown that primarily two forms of HA exist in tissues: a high molecular weight HA (HMWHA) of approximately 2000 kDa and a low molecular weight HA (LMWHA) of approximately 200 kDa.^5^ HMWHA has anti-inflammatory effects and is primarily correlated with tissue integrity and is the form of HA that has been identified in stem cell niches, while LMWHA has pro-inflammatory effects and is primarily correlated with pathogenesis.^24^^–^^28^ Although HA is a structurally simple molecule, it interacts and binds to specific groups of proteins to form complex macromolecular matrices which regulate major physiological functions.^29^^–^^32^ For example, tumor necrosis factor (TNF)-stimulated gene-6 (TSG-6), a 35 kDa protein that is secreted by a wide range of cell types in response to inflammatory mediators, contains a HA link module domain through which it can bind and associate with HA.^33^ Inter-α-inhibitor (IαI, also known as ITI), is formed of a protein named bikunin that is covalently bound to a chondroitin sulfate chain that carries heavy chains (HCs). When HA, TSG-6, and IαI come in contact, TSG-6 catalyzes the transfer of HCs from IαI onto HA, forming an HA/HC/TSG-6 matrix.^30^ This culminates in the formation of a dense highly organized matrix with specific physiological functions. To date five different HCs have been identified that are capable of binding chondroitin sulfate (CS), namely HC1, HC2, HC3, HC5, and HC6.^31^ Additionally, TSG-6 modulates interactions between HA and CD44, the main cell surface receptor of HA.^32^ HA is also known to form a specialized matrix composed of aggrecan, brevican, tenascin, and proteoglycan link protein (Hapln1-4), as seen in perineuronal nets.^22^^,^^34^ This matrix is responsible for synaptic stabilization, and its formation directly correlates with closure of the critical period of plasticity.^34^ In cartilage, the specialized HA matrix is composed of HA, aggrecan, and Hapln1, and plays a vital structural role as well as regulate chondrogenesis.^35^^,^^36^ The synovial fluid contains a large quantity of uncomplexed HMWHA, which is required for the characteristic viscosity of the synovial fluid. Over the past decade, many studies demonstrated that specific HA matrices are present surrounding various types of stem cells. For example, a specific HA matrix composed of HA, HCs, TSG-6, versican and PTX3 is present around human umbilical cord mesenchymal stem cells (UMSCs) and is necessary for successful cell engraftment.^21^ As mentioned above, an HA matrix is present within the LSCN, and this matrix is required for maintaining viable LESCs^2^ and regulating lymphangiogenesis.^19^

Although our group has recently shown that a specialized HA-rich matrix is present in the LESC niche that regulates LESC differentiation and lymphangiogenesis, the exact composition of this HA matrix remains unknown.^19^ Herein, we worked to characterize the HA-specific matrix that is present in the corneal limbus of mouse, human and porcine corneas. We first used RNA sequencing (RNAseq) to screen for HA associated molecules and other ECM components in the limbus and cornea, and thereafter carried out a comparative analysis to identify targets that were differentially expressed. The differential expression profiles of the identified targets were validated by real-time PCR. Furthermore, the presence of HA/HC complexes was identified by Western blotting and the distribution of these complexes within the limbus characterized by immunohistochemistry. Thereafter, the differential expression of key compounds in different corneal cell types were determined with single cell RNA sequencing.

## Methods

### Animal Maintenance

The C57BL/6J mouse line was originally obtained from the Jackson Laboratory (Stock number 000664) and maintained under an automatic 12-hour light-dark cycle at the Animal Facility of the University of Houston. All mouse samples were obtained from eight-week-old C57BL/6J mice. All animal-related experimental procedures and handling were previously approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Houston under protocols 16-025 and 16-044. Animal care and use conformed to the ARVO statement for the Use of Animals in Ophthalmic and Vision Research.

### MRNA Extraction and Processing

Sixteen eyeballs were collected and the corneas immediately isolated. Under a dissecting microscope, an experienced surgeon separated the limbal rim from the central cornea and conjunctiva. The isolated limbal rims and the corneal buttons were pooled and stored at −80°C until processed for RNA extraction. RNA libraries were prepared and sequenced at the University of Houston Sequencing and Gene Editing Core per standard protocols. Total RNA libraries were prepared with the QIAseq Stranded Total RNA kit (Qiagen, Hilden, Germany) using 100 ng input RNA. RNA was fragmented, reverse transcribed into cDNA and ligated with sequence adaptors. The size selection for libraries was performed using SPRIselect beads (Beckman Coulter, Southfield, MI, USA). Library purity was analyzed using the DNA HS1000 tape on a Tapestation 4200 (Agilent, Santa Clara, CA, USA) and quantified with Qubit Fluorometer (Thermo Fisher, St. Louis, MO, USA). The prepared libraries were pooled and sequenced using a NextSeq 500 (Illumina, San Diego, CA, USA); generating ∼20 million 2 × 75 bp paired-end reads per sample.

### RNAseq Data Analysis

RNA-seq fastq data was processed using CLC Genomics Workbench 20 (Qiagen). Illumina sequencing adaptors were trimmed, and reads were mapped to the *Mus musculus* reference genome GRCm38 (mm10). Normalization of RNA-seq data was performed using trimmed mean of M-values. Top under- and overexpressed genes were selected by differential expression analysis. Genes of interest selected from the sequence alignment were functionally annotated using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.8 (https://david.ncifcrf.gov/home.jsp), and categories were selected of those that were of interest, mainly from the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (https://www.genome.jp/kegg/) Our analysis focused on ECM components, ECM-receptor interactions, focal adhesion complexes, the TGF-β signaling pathway, the BMP signaling pathway, toll-like receptor signaling pathways and Wnt signaling. We also included glycosaminoglycan biosynthetic enzymes and metalloproteases (MMPs) in the analysis of the ECM components. Heatmaps were generated using Heatmapper (http://www.heatmapper.ca).^37^ The transcriptome was deposited in NCBI's Gene Expression Omnibus^38^^,^^39^ and are accessible through GEO Series accession number GSE244412 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244412).

### Construction of Protein-Protein Interaction (PPI) Network

A network was built to show relationships among proteins using STRING database (https://string-db.org/) 10.1093/nar/gky1131. A network of differentially expressed genes showing protein-protein interaction was constructed and visualized using Cytoscape 10.1101/gr.1239303 for Has2, HC5, and TSG-6. Cytoscape plugin MCODE 10.1101/gr.1239303 was used to extract key modules of hub genes by filtering the relevant networks with a degree cutoff of 10.

### Real-Time PCR

A total of 12 mouse limbal rims and corneal buttons were obtained, as outlined above, and processed for RNA extraction using Trizol Reagent (Invitrogen, Carlsbad, CA, USA). The total RNA concentration was estimated using the absorbance values at 260 nm and purity was estimated using the OD 260/280 nm absorbance ratio. First strand cDNA was reverse transcribed from 2 mg of total mRNA using the high-capacity cDNA Reverse Transcription kit (Catalog no. 4368814, lot 00593854; Applied Biosystems, Lithuania), according to the manufacturer's protocol. Quantitative real-time PCR (qPCR) was carried out using 50 ng of cDNA, specific primers (Supplementary Table 1) and PowerUp SYBR Green Master Mix (Catalog no. A25918; Applied Biosystems) in CXF Connect Realtime System from Bio-Rad Laboratories (Hercules, CA, USA) using the activation cycle of 95°C for 10 minutes, 40 cycles of 95°C for 15 seconds, and 60°C for one minute. The specificity of the amplified products was analyzed through dissociation curves generated by the equipment, yielding single peaks. Negative controls were used in parallel to confirm the absence of any form of contamination in the reaction. Analysis of the data was carried out using both the 2*^−^^Δ^^Ct^* and 2*^−^^ΔΔ^^Ct^* methods using the CXF Connect Real Time System software and Microsoft Office 10 excel. The expression levels of all genes were normalized using both β-actin and GAPDH as housekeeping controls.

### ECM Extraction

Five human donor corneas that were deemed unsuitable for transplantation were obtained from Saving Sight and Miracles for Sight. Pig corneas were obtained from Sioux-Preme Packing Company. On arrival, the human and pig corneas were dissected under a dissection microscope (Leica S9E; Leica, Wetzlar, Germany) to isolate the limbal rims and corneal buttons, and thereafter the isolated tissues were stored at −80°C. Tissues were minced in 4 M guanidinium chloride in 0.05 M sodium acetate (pH6) containing protease inhibitors (Sigma G4505-500G, Sigma 320099; Sigma-Aldrich Corp., St. Louis, MO, USA) with PMSF (Sigma 329-98-6; Sigma-Aldrich Corp.) and incubated overnight at 4°C under agitation. The next day, the buffer was changed to 7 M urea in 0.05 M sodium acetate using Sephadex G50 columns (Millipore Sigma GE17-0042-01; Millipore Sigma, Burlington, MA, USA) at 4°C. GAGs and PGs were purified from the crude extract using Q-Sepharose fast flow chromatography eluting the GAG/PG fraction with 1 M NaCl in 0.05 M sodium acetate containing 7 M urea. The GAG/PG fraction was then desalted with PD10 Sephadex G25 (General Electric 17011778; General Electric, Boston, MA, USA) chromatography columns and dried using a lyophilizer (Labconco 82019-038; Labconco Corporation, Kansas City, MO, USA). Samples were suspended in double distilled H_2_O and protein content assayed using the Pierce Rapid Gold BCA Protein Assay kit (GL100016; ThermoFisher, St. Louis, MO, USA).

### Western Blotting

ECM extracts obtained from each sample were digested or not with hyaluronidase extracted from *Streptomyces* overnight at 37°C (Millipore Sigma H1136-5 × 1AMP) to release proteins and PGs from the HA-specific matrices. Both digested and nondigested samples were analyzed in parallel by Western blotting, as described previously.^21^^,^^40^ Samples (25 µg) were separated on a gradient (4%–20%) MiniPROTEAN TGX Stain-Free precast gels (Bio-Rad) by SDS-PAGE under reducing or nonreducing conditions, and thereafter transferred by electrical current to Immun-Blot Low Fluorescence polyvinylidene difluoride membranes (Bio-Rad) using the Trans-Blot Turbo transfer system (Bio-Rad 1704150EDU). The membranes were blocked in 5% BSA and developed with rabbit anti-IαI (A0301, DAKO, kindly donated by the Cleveland Clinic) at 1:5000 dilution, followed by secondary donkey-anti-rabbit conjugated with Alexa Fluor 555 (at a 1:10,000 dilution. The membranes were imaged using the ChemiDoc MP imaging system (Bio-Rad Universal Hood III).

### Immunohistochemistry

Five mouse eyeballs, and human and porcine corneas, were obtained and immediately fixed in 4% buffered paraformaldehyde and embedded in Tissue-Tek embedding medium (Sakura Finetek USA, Inc., Torrance, CA, USA). Tissues were sectioned into 10 µm sections using a Leica CM 1950 cryostat and mounted onto Fisherbrand SuperfrostPlus Gold microscope slides (Thermo Fisher Scientific, Waltham, MA, USA). Upon use, sections were incubated on a slide warmer (Premiere XH-2002) for 30 minutes at 60°C, and excess tissue embedding medium was washed away with PBS. Tissues were blocked with 10% fetal bovine serum prepared in PBS containing 0.01 M saponin. Sections were then incubated with the primary antibodies against IαI (DAKO) at 1:100, HC5 (Santa Cruz SC-390885; Santa Cruz Biotechnology, Dallas, TX, USA) at 1:100, and HC5 (ThermoFisher PA5-24445) at 1:100, Phalloidin at 1:300, and a probe HA binding protein (Millipore, Burlington, MA, USA) at 1:500. Sections were then washed and incubated with the secondary antibody, conjugated with AlexaFluor 488 (Thermo Fisher Scientific) and NeutrAvidin (Thermo Fisher Scientific) conjugated with AlexaFluor 555 (Thermo Fisher Scientific) for one hour at room temperature. Secondary controls were carried out in parallel with the omission of the primary antibodies and did not yield any staining (results not shown). Slides were mounted in Fluoromount-G and imaged under an LSM 800 confocal microscope (Zeiss, Oberkochen, Germany).

### Analysis of Single-Cell mRNA Sequencing Data

Processed RNA-seq data from adult human corneas and from human corneas from developmental stages 10, 12 and 20–21 postconception weeks (PCW), were obtained from the University of California Santa Cruz (UCSC) cell browser (http://genome.ucsc.edu), 10.1093/nar/gkaa1070, under the corneal cell atlas project (http://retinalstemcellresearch.co.uk/CorneaCellAtlas) by Collin et al.^41^ A script to process the data from USCS and analyze the expression levels of HA associated proteins and small leucine-rich proteo-glycans is provided in the supplementary information (Supplementary Information Script). In short, the RNA matrix was further filtered in Scanpy (https://scanpy.readthedocs.io/en/stable/)^42^ to obtain gene expression profiles for marker genes per cluster, which were then used to construct dot plots. The presented dot plots summarize two types of information, the relative level of expression and the preponderance of cells within a cell population that express the target gene. Specifically, the color represents the mean expression within each cell cluster, and dot size indicates the fraction of cells in each category that expresses a gene.

### Statistical Analysis

All values are presented as means ± standard deviation of the mean. All analysis and quantifications were performed in a masked manner to avoid bias. Statistically significant differences were assessed by *t*-test or ANOVA, followed by post hoc test for multiple comparisons considering *P* ≤ 0.05 as statistically significant. Statistical analysis was carried out using GraphPad Prism version 5 software package (GraphPad Software, San Diego, CA, USA) and Microsoft Excel v16.53.

## Results

### Differential Expression of Genes Related to the ECM

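Limbal rims and corneal buttons of mouse eyes were pooled by tissue before RNA extraction, and stranded total RNA libraries were sequenced as paired-end reads on an Illumina NextSeq. The limbal rim is the ring of tissue between the cornea and the sclera, and the corneal button is the cornea inside that ring. The authors trimmed the adaptors and mapped the reads to GRCm38 (mm10) in CLC Genomics Workbench. They deposited 1 table that compares the tissues and gives, for each gene, a mean normalized signal, a log2 fold change with its standard error, a p-value and an adjusted p-value. The paper's statistics section names a t-test or ANOVA for the work as a whole, and its text does not say which test gave these p-values. The sample labels number 4 samples per tissue, but the means in the table are built from 2 libraries, 1 of the cornea and 1 of the limbus. Each mean is the average of the reads of both libraries after division by a size factor per library, so it moves in steps of 1 read of either library. From these steps, the fold change and the standard error, the reads of both libraries were worked back for each gene. The reads found in this way gave the deposited fold change and standard error to within 0.001 in sum for 17423 of the 17442 genes with a mean above 0. The other 19 genes were placed by the standard error alone, and with their dispersion left unshrunken their reads also gave both values to within 0.001 in sum.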

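The cornea library held 26104317 reads on named genes and the limbus library 21182025. The values here use these totals and not the rounded number of reads per sample that the paper's methods give. At least 1 read was found for 16016 genes in the cornea and 16951 genes in the limbus. All ratios are given as limbus over cornea, after division of the reads by the size factors of 1.03 for the cornea and 0.967 for the limbus. Each log2 ratio has a 95% confidence interval (CI) from the exact Clopper-Pearson interval of the limbal share of the reads. These intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules. With 1 library per tissue, no difference has a replicate check. Lists of cell type genes differed between the libraries too. With 1 normalized read added to each library, their median log2 ratio was 7.25 for skeletal muscle and 6.55 for blood vessel endothelium. It was -1.42 for keratocytes and -0.69 for corneal epithelium. The ratios below are of whole pieces of tissue and do not show which cells make a difference. Where a library had 3 reads or fewer, which is what a count of 0 allows, a fold is given only as a lower bound, which is the lower end of the exact interval with that library set to 3 reads. Medians take such a gene at its ratio to 3 reads, and at 0 where both libraries had 3 reads or fewer. Of the 13862 genes with more than 3 reads in both libraries, 4596 were higher in the limbus and 5627 in the cornea beyond counting error, and log2 ratios ranged from -4.54 to 8.99. The log2 fold changes in the authors' deposited table are shrunken towards 0 and, turned to limbus over cornea, range from -1.78 to 1.89. None of the 13931 genes with an adjusted p-value in the authors' deposited table had one of 0.05 or less, and the smallest was 0.9997. An unadjusted p-value under 0.05 was listed in the authors' deposited table for 367 genes, 314 of them higher in the limbus and 53 in the cornea. The scaling moved these ratios as a whole. Scaling to the total reads raised every log2 ratio by 0.21, and with it the share of genes higher in the limbus from 47.8% to 59.8% of the 13932 genes with a mean of at least 10. A trimmed mean of M-values computed from the reads, the normalization named in the paper's methods, raised every log2 ratio by 0.02 and gave 48.8%.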

RNAseq analysis was carried out comparing the expression profile of various genes related to the ECM between the limbal region and cornea (Fig. 1). 

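The hyaluronan synthases Has1, Has2 and Has3 are the membrane enzymes that make HA. In GRCm38, Has1 lies on chromosome 17 from 17843323 to 17855205, Has2 on chromosome 15 from 56665627 to 56694539, and Has3 on chromosome 8 from 106870242 to 106884566. Has2 had 11 reads in the cornea and 442 in the limbus, a log2 ratio of 5.42 (95% CI 4.57 to 6.44). Has3 rested on 11 reads in the cornea and 24 in the limbus, and its log2 ratio of 1.22 had an interval from 0.14 to 2.40. Has1 had 0 reads in the cornea and 2 in the limbus, so both libraries were at or under the limit of 3 reads and no fold is given. The authors' deposited table lists log2 fold changes of 1.55 for Has2, 0.37 for Has3 and 0.07 for Has1, with an adjusted p-value of 0.9997 for Has2 and Has3. The alternative that lay farthest from the deposited 1.55 of Has2 was scaling to total reads with a pseudocount of 1. It was chosen after seeing the data and gave a log2 ratio of 5.49. A pseudocount of 1 with the size factors gave 5.30. Genes on the opposite strand overlap Has2 (Has2os) and Has3 (Chtf8), and the paper's text does not state whether reads were counted by strand.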

Interestingly, there was an increase in the expression levels of genes encoding the enzymes involved in the biosynthesis of HA, namely hyaluronan (Has) 1, 2 and 3, in the limbal region when compared to the cornea (Fig. 1A). Curiously, no significant changes in the expression levels of the hyaluronidases were noted between the limbus and the cornea. 

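Among the hyaluronidases, the enzymes that degrade HA, reads were found for Hyal1, Hyal2 and Hyal3, whereas Hyal4, Hyal5, Hyal6 and Spam1 were listed at 0 in both libraries. A count of 0 allows up to 3 reads per library. Hyal2 had 801 reads in the cornea and 961 in the limbus, a log2 ratio of 0.36 (95% CI 0.22 to 0.50). Hyal1 went the other way, with 670 reads in the cornea and 464 in the limbus and a log2 ratio of -0.43 (95% CI -0.61 to -0.26). Both differences were larger than counting error. For Hyal3, 19 reads in the cornea and 21 in the limbus gave an interval from -0.73 to 1.22, so a difference was not detectable at this depth. These 3 genes lie side by side on chromosome 9 between 107567945 and 107587359, and Hyal1 and Hyal3 overlap each other and Naa80 on the same strand, where the counting could split reads between them. The authors' deposited table gives log2 fold changes of -0.35 for Hyal1, 0.29 for Hyal2 and 0.08 for Hyal3, with unadjusted p-values of 0.543, 0.592 and 0.902.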

For protein and proteoglycans that are known to associate with HA, the expression levels of TSG-6, versican, IαI and tenascin were all found to be increased in the limbus when compared to the cornea (Fig. 1A). 

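TSG-6 is encoded by Tnfaip6 on chromosome 2 (52038009 to 52056686), versican by Vcan on chromosome 13 (89655312 to 89742509) and tenascin C by Tnc on chromosome 4 (63959785 to 64047015). Tnc rose from 9 reads in the cornea to 834 in the limbus, a log2 ratio of 6.63 (95% CI 5.70 to 7.76). Tnfaip6 had 6 reads in the cornea and 34 in the limbus, a log2 ratio of 2.60 (95% CI 1.33 to 4.14). For Vcan, 7 reads in the cornea and 27 in the limbus gave a log2 ratio of 2.04 (95% CI 0.81 to 3.49). All 3 genes had fewer than 10 reads in the cornea, and the wide intervals of Tnfaip6 and Vcan overlap. The authors' deposited table gives log2 fold changes of 1.52 for Tnc, 0.68 for Tnfaip6 and 0.54 for Vcan. Ambp, which encodes bikunin, the light chain of IαI, was listed at 0. Of the 46 genes drawn in Fig. 1A, 34 had more normalized reads in the limbus. Among those with more than 3 reads in both libraries, 20 were higher in the limbus and 8 in the cornea beyond counting error. The median log2 ratio of the 46 genes was 0.76 with a pseudocount of 1, and 0.51 with genes of 3 reads or fewer in a library set at their bound. The first of these medians lay above 99.96% of 10000 random lists of the same size matched on mean expression, a description of these libraries only. The median log2 fold change in the authors' deposited table was 0.29.

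**Figure D1:**
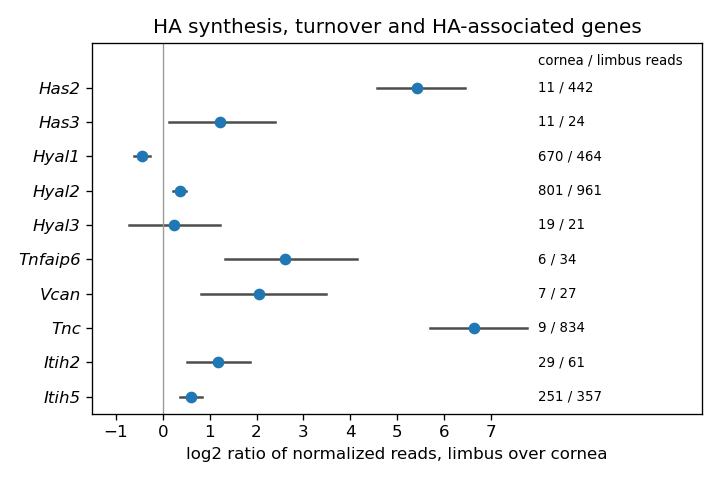
Log2 ratio of normalized reads, limbus over cornea (x axis), for 10 genes of HA synthesis, turnover and HA-associated proteins (y axis), with points for the ratio of 1 library per tissue, bars for its 95% Clopper-Pearson interval, and the reads of both libraries at the right. Tnc at 6.63 and Has2 at 5.42 lie farthest to the limbal side, and Hyal1 at -0.43 is the one gene on the corneal side.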

For IαI, the expression of heavy chains 1 to 5 were detected, although HCs 2 and 5 were the most highly expressed (Fig. 1A). 

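The heavy chains are encoded by Itih2 and Itih5, neighbors on chromosome 2, and by Itih1, Itih3 and Itih4, neighbors on chromosome 14. Itih5 had the most reads in both libraries, with 251 in the cornea and 357 in the limbus, or 243 and 369 after normalization. Its log2 ratio was 0.60 (95% CI 0.37 to 0.84). Itih2 followed with 29 reads in the cornea and 61 in the limbus, or 28.1 and 63.1 after normalization, and a log2 ratio of 1.17 (95% CI 0.51 to 1.86). Itih3 had 0 reads in the cornea and 2 in the limbus, Itih4 had 2 and 1, and Itih1 was listed at 0, so none of these 3 passed the limit of 3 reads in either library. By normalized reads in the limbus, Itih5 ranked 1 and Itih2 ranked 2. By log2 fold change the order of this pair was reversed, since the authors' deposited table gives 0.56 for Itih2 and 0.46 for Itih5.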

We further confirmed the expression of HC2 and HC5 by qPCR and found that both were indeed expressed in the murine cornea and upregulated in the limbal region when compared to the central cornea (Figs. 2A, 2B).

**Figure 1.**
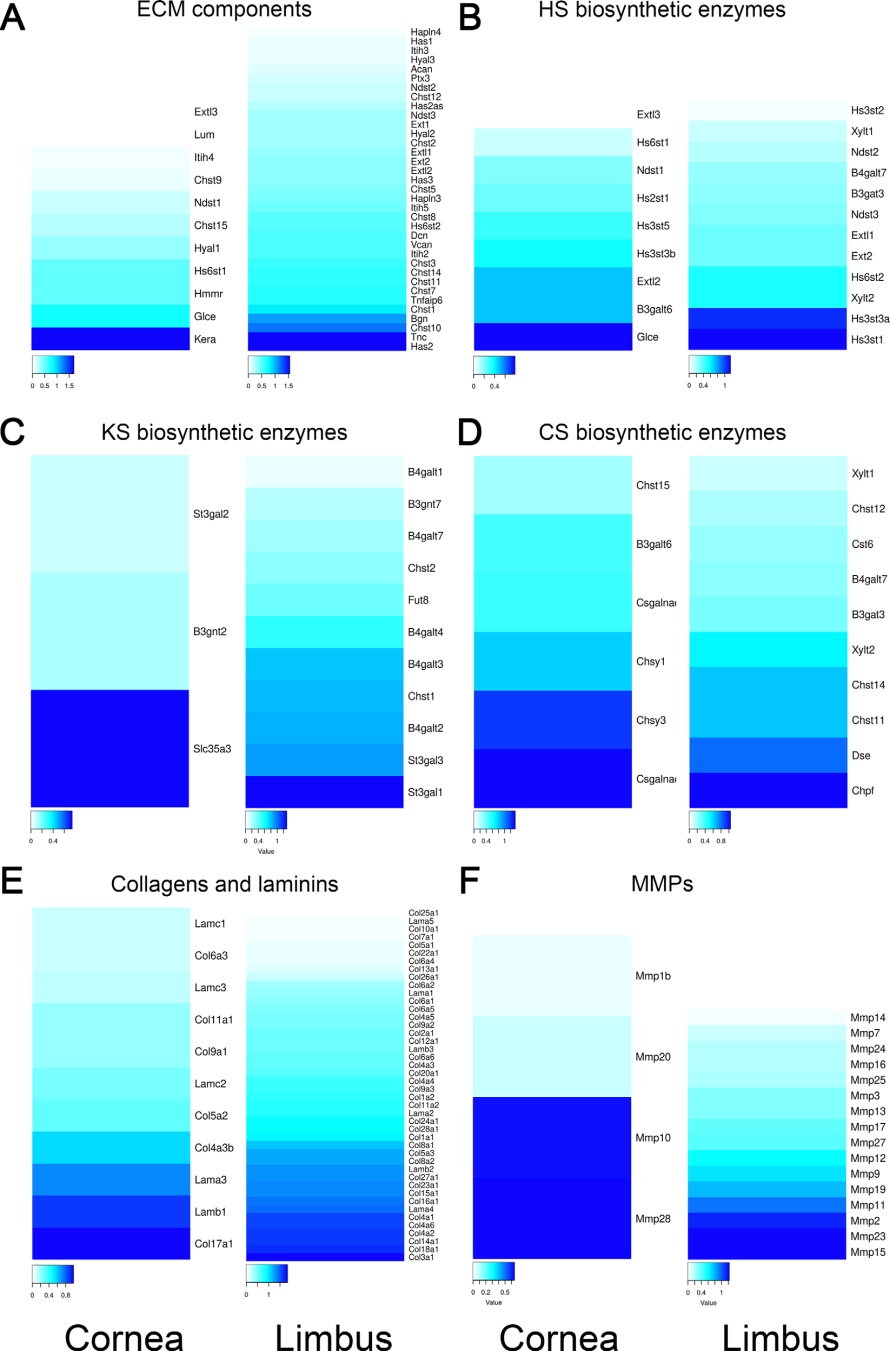
Differential expression of ECM related genes between the central cornea and limbus in mice. Heatmaps showing differential expression ECM components (**A**), heparan sulfate biosynthetic enzyme (**B**), keratan sulfate biosynthetic enzyme (**C**), chondroitin sulfate biosynthetic enzyme (**D**), collagen and laminin (**E**), and matrix metalloproteinase (**F**) genes between the central cornea versus the limbus. The heatmap representing the color-coded fold expression for each heatmap is shown underneath each heatmap. Darker blue colors represent a higher fold difference. Heatmaps to the left indicate genes that are upregulated in the central cornea when compared to the limbal region, and heatmaps to the right indicate genes that are upregulated in the limbus when compared to the central cornea.

**Figure 2.**
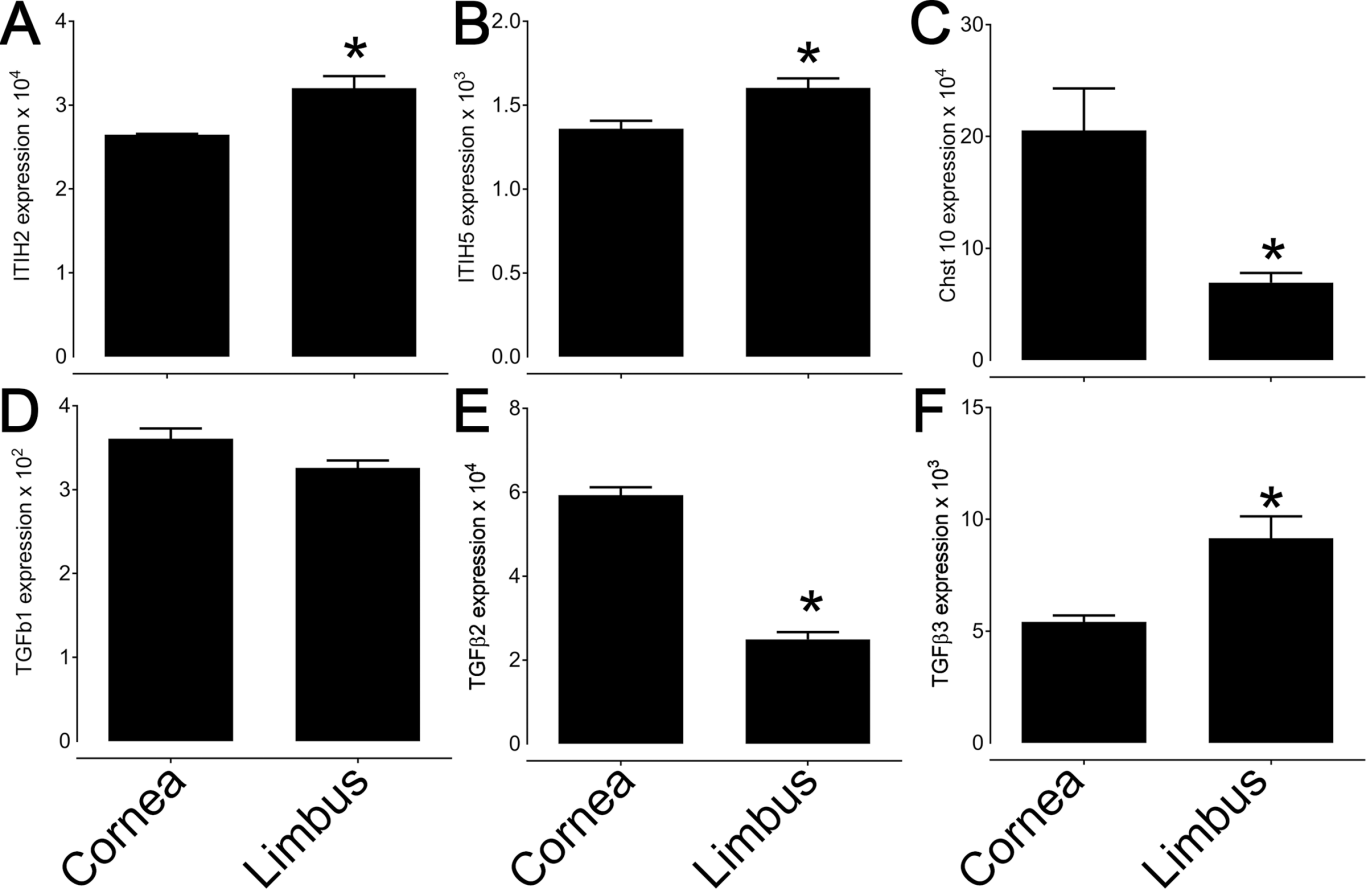
Confirmation of the differential expression of selected genes between the central cornea and limbus in mice. The differential expression of a selected number of genes, ITIH2 (**A**), ITIH5 (**B**), Chst10 (**C**), TGF-β1 (**D**), TGF-β2 (**E**), and TGF-β3 (**F**), between the cornea and limbus was confirmed by real time PCR. *Asterisk* represents *P* ≤ 0.05.

We also analyzed the expression profiles of other ECM components. In terms of the small leucine-rich proteoglycans, decorin and biglycan were found to have increased expression in the limbus, whereas keratocan had increased expression in the cornea. 

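Decorin (Dcn, chromosome 10, 97479609 to 97518143) had 30813 reads in the cornea and 44833 in the limbus, a log2 ratio of 0.64 (95% CI 0.62 to 0.66). Biglycan (Bgn, chromosome X, 73483602 to 73495933) had 4499 and 11567, a log2 ratio of 1.46 (95% CI 1.41 to 1.51). Keratocan (Kera, chromosome 10, 97606879 to 97613692) was 7.97-fold higher in the cornea, with 12119 reads there and 1423 in the limbus and a log2 ratio of -2.99 (95% CI -3.07 to -2.92). At this depth the 3 intervals are narrow and lie apart from each other and from 0. The authors' deposited table gives log2 fold changes of 0.53 for Dcn, 1.07 for Bgn and -1.69 for Kera.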

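Lumican (Lum) lies between Dcn and Kera on chromosome 10, from 97565128 to 97572703. It had 8471 reads in the cornea and 7850 in the limbus, or 8194 and 8115 after normalization. The log2 ratio of -0.01 had an interval from -0.06 to 0.03, and the authors' deposited table also gives -0.01. The sign of this value depended on the scaling, with a log2 ratio of 0.19 under total reads and 0.003 under the trimmed mean of M-values.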

No changes in the expression levels of lumican were noted between the limbus and central cornea. When the expression levels of genes related to biosynthesis of HS were analyzed, no striking changes were noted that would lead to significant changes in the levels and structure of HS between the limbal region and cornea (Fig. 1B). 

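Of the 21 genes drawn in Fig. 1B, 12 had more normalized reads in the limbus and 9 in the cornea. Beyond counting error, 8 were higher in the limbus and 7 in the cornea, with log2 ratios from -1.27 to 4.10. The median log2 ratio was 0.33 with a pseudocount of 1, above 92.6% of the random lists matched on mean expression, and 0.21 with genes of 3 reads or fewer at their bound. The median log2 fold change in the authors' deposited table was 0.12, above 86.0% of those lists, and 0 of the 21 genes had an unadjusted p-value under 0.05 there. The direction of the median depended on the weakly expressed genes. Among genes with a mean of at least 50, 42.9% were higher in the limbus and the median of the authors' deposited table was -0.05.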

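The β-1,4-transferase genes drawn in Fig. 1C are B4galt1, B4galt2, B4galt3, B4galt4 and B4galt7. B4galt3 had 583 reads in the cornea and 1131 in the limbus, a log2 ratio of 1.05 (95% CI 0.91 to 1.20). The log2 ratio of B4galt2 was 1.43 (95% CI 0.99 to 1.88) from 62 and 156 reads, and that of B4galt4 was 1.00 (95% CI 0.44 to 1.59) from 41 and 77 reads. B4galt7 had 188 and 221 reads and a log2 ratio of 0.33 (95% CI 0.04 to 0.62). B4galt1, the most abundant of them with 2833 and 2779 reads, did not differ beyond counting error, with a log2 ratio of 0.07 (95% CI -0.01 to 0.14). The sulfotransferase gene Chst1 (chromosome 2, 92599707 to 92615250) had 1 read in the cornea and 51 in the limbus, at least 5.88-fold higher in the limbus. Chst2 (chromosome 9, 95399292 to 95406722) had 61 and 81 reads, and its log2 ratio of 0.50 had an interval from 0.01 to 1.01. In the authors' deposited table the log2 fold changes are 0.82 for Chst1, 0.30 for Chst2 and between 0.06 for B4galt1 and 0.84 for B4galt2. Ccdc24 overlaps B4galt2 on the same strand. Over the 14 genes of Fig. 1C, 11 had more normalized reads in the limbus, and 9 were higher there and 1 in the cornea beyond counting error.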

When genes related to the biosynthesis of keratan sulfate were analyzed, there was an increase in β-1,4-glucotransferases and carbohydrate sulfotransferases (Chst) 1 and 2 in the limbus (Fig. 1C). These enzymes are responsible for N-glycan and O-glycan biosynthesis, β-1,4-glucotransferases enable UDP-glucotransferase activity and Chst 1 and 2 catalyze the sulfation of keratan. 

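The 16 genes drawn in Fig. 1D for CS biosynthesis went both ways. Of these, 10 had more normalized reads in the limbus, 8 of them beyond counting error, and 6 had more in the cornea, all 6 beyond counting error. Their log2 ratios ranged from -2.34 to 1.53, with a median of 0.30 that lay above 94% of the matched random lists. The authors' deposited table gives a median log2 fold change of 0.20.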

When genes related to the biosynthesis of chondroitin sulfate (CS) were analyzed, there was a tendency toward an increase in the expression levels of the Chst genes in the limbus when compared to the cornea (Fig. 1D). 

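Over Fig. 1A to 1D, reads were found for 12 carbohydrate sulfotransferase (Chst) genes, of which 10 had more normalized reads in the limbus. Their median log2 ratio was 0.91 with a pseudocount of 1 and 0.92 with genes of 3 reads or fewer in a library at their bound, above 95.8% of the matched random lists. With more than 3 reads in both libraries, 6 of the 12 were higher in the limbus beyond counting error. Chst15 (chromosome 7, 132235780 to 132317228) was the gene higher in the cornea beyond counting error, with 1241 reads there and 946 in the limbus and a log2 ratio of -0.30 (95% CI -0.42 to -0.17). It overlaps Fgfr2 on the same strand. The other gene on the corneal side, Chst9, named here after its values were seen, had 881 and 776 reads and a log2 ratio of -0.09 with an interval from -0.23 to 0.05. Scaled to total reads, 91.7% of the 12 genes lay on the limbal side, against 83.3% with the size factors. Under that scaling Chst15 had a log2 ratio of -0.09, and its interval, shifted by 0.21, includes 0. Chst10 (chromosome 1, 38863867 to 38898161) had 164 reads in the cornea and 555 in the limbus, a log2 ratio of 1.85 (95% CI 1.60 to 2.11). The authors' deposited table gives -0.25 for Chst15, 1.18 for Chst10 and a median of 0.55 for the 12 genes, of which 0 had an unadjusted p-value under 0.05.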

More specifically, all Chst genes were increased in the limbus, with the exception of Chst15 (Fig. 1D). We also observed an overall increase in the expression of collagen in the limbus compared to the cornea and no significant differences in laminin expression (Fig. 1E). 

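Reads were found for 43 collagen genes, and all of them are drawn in Fig. 1E. In the limbus, 38 of the 43 had more normalized reads and 26 were higher beyond counting error, whereas 5 had more in the cornea and 3 of those were beyond counting error. The log2 ratios ranged from -1.31 to 6.16. Their median was 1.73 with a pseudocount of 1, and 1.25 with genes of 3 reads or fewer in a library at their bound, and none of the 10000 matched random lists reached the first value. The 11 laminin genes went both ways, with 6 on the limbal side and 5 on the corneal side, of which 5 and 4 were beyond counting error. Laminin log2 ratios ranged from -1.15 to 6.23 around a median of 0.04, above 72.2% of the matched random lists. Scaled to total reads, the laminin median was 0.25 and 63.6% of the genes lay on the limbal side. The median log2 fold changes in the authors' deposited table were 0.58 for the collagens and 0.04 for the laminins, and an unadjusted p-value under 0.05 was listed in the authors' deposited table for 8 collagens and 1 laminin. Genes of blood vessels and skeletal muscle were also higher in the limbal library, and which cells gave the collagen and laminin reads was not tested.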

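Matrix metalloproteinase (MMP) reads were found for 20 genes, of which 16 had more normalized reads in the limbus and 4 in the cornea. Beyond counting error, 7 were higher in the limbus and 1 in the cornea. The median log2 ratio was 1.70 with a pseudocount of 1, above 99.6% of the matched random lists, and 1.42 with genes of 3 reads or fewer in a library at their bound. The largest log2 ratio, 8.50 (95% CI 7.94 to 9.11), was that of Mmp3, named here after its values were seen, with 26 reads in the cornea and 8779 in the limbus. In the authors' deposited table Mmp3 has a log2 fold change of 0.30 with an unadjusted p-value of 0.475. The authors' deposited table gives a median log2 fold change of 0.31 for the 20 genes, and 0 of them had an unadjusted p-value under 0.05 there. Among MMP genes with a mean of at least 50, the median of the authors' deposited table was 0.85.

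**Figure D2:**
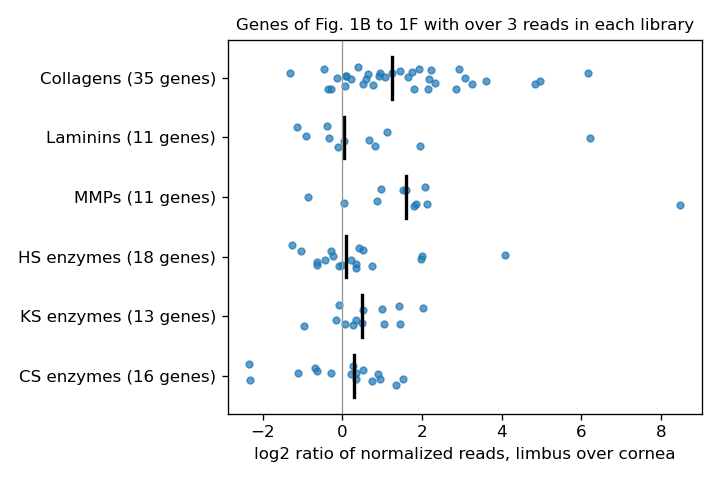
Log2 ratio of normalized reads, limbus over cornea (x axis), for the genes of each group of Fig. 1B to 1F (y axis) with more than 3 reads in both libraries, where each point is 1 gene from 1 library per tissue and the black line is the median of the group. The medians are 1.25 for 35 collagens and 1.61 for 11 MMPs, against 0.04 for 11 laminins, 0.10 for 18 HS enzymes, 0.49 for 13 KS enzymes and 0.30 for 16 CS enzymes.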

When analyzing the expression levels of the various MMPs, there was a significant trend toward an increase in MMP expression in the limbal region when compared to the cornea (Fig. 1F).

### Differential Expression of Genes Related to Signaling Pathways

The expression profile of genes related to signaling pathways that have previously been shown to regulate the expression and turnover of the ECM were analyzed. Specifically, TGF-β, Wnt, TLR, and BMP signaling pathways have been shown to be involved in synthesis and turnover of HA and HA specific matrices.^43^^,^^44^ Overall, our RNAseq data shows a tendency toward increased expression of members of the TGF-β signaling family in the limbus when compared to the cornea (Supplementary Fig. S1A). 

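The 10 genes drawn for TGF-β signaling gave 7 with more normalized reads in the limbus, all 7 beyond counting error, and 3 with more in the cornea, 2 of them beyond counting error. Their median log2 ratio was 0.50, above 99.8% of the matched random lists, and values ranged from -2.34 to 4.09. Tgfb3 (chromosome 12, 86056745 to 86079041) had 76 reads in the cornea and 1212 in the limbus, a log2 ratio of 4.09 (95% CI 3.76 to 4.44). Tgfb2 (chromosome 1, 186622792 to 186705989) had 63 and 181, a log2 ratio of 1.62 (95% CI 1.20 to 2.06). The smallest difference of the 3 ligands was that of Tgfb1 (chromosome 7, 25687002 to 25705077), with 445 and 508 reads and a log2 ratio of 0.29 (95% CI 0.10 to 0.47). The authors' deposited table gives log2 fold changes of 1.76 for Tgfb3, 0.94 for Tgfb2 and 0.23 for Tgfb1, and a median of 0.40 for the 10 genes. Ttll5 overlaps Tgfb3 on the opposite strand.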

The expression levels of genes related to the TGF-β signaling were further confirmed by qPCR, demonstrating increased expression of TGF-β3 in the limbus when compared to the cornea (Figs. 2D–F). 

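Of the 15 Wnt genes with reads, Wnt6 had 195 reads in the cornea and 557 in the limbus, a log2 ratio of 1.61 (95% CI 1.37 to 1.85). Wnt5b had 46 and 445, a log2 ratio of 3.37 (95% CI 2.93 to 3.84). On the corneal side, Wnt9a had 1178 reads in the cornea and 410 in the limbus, a log2 ratio of -1.43 (95% CI -1.59 to -1.26). Wnt2 fell from 558 to 243 reads, a log2 ratio of -1.10 (95% CI -1.33 to -0.88), and Wnt3a from 497 to 243 reads, a log2 ratio of -0.94 (95% CI -1.16 to -0.71). For Wnt5a, 1107 and 590 reads gave a log2 ratio of -0.81 (95% CI -0.96 to -0.67). All 6 differences were larger than counting error. In the authors' deposited table the unadjusted p-value was 0.0306 for Wnt5b, the 1 Wnt gene under 0.05, and 0.113 for Wnt6, with log2 fold changes of 1.55 and 1.07. The authors' deposited table gives log2 fold changes between -1.02 for Wnt9a and -0.63 for Wnt5a for the 4 genes on the corneal side. Over all 15 genes, 9 had more normalized reads in the limbus, but the median log2 ratio, 1.02 with a pseudocount of 1, was 0 with genes of 3 reads or fewer in a library at their bound, and among those with a mean of at least 10 the share was 45.5% and the median of the authors' deposited table was -0.13.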

For members of the Wnt signaling pathway, there was a significantly increased expression of Wnt6 and Wnt5b, and a decreased expression of Wnt5a, Wnt3a, Wnt2 and Wnt9a in the limbus when compared to the cornea (Supplementary Fig. S1B). 

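The Toll-like receptor gene Tlr12 (chromosome 4, 128615443 to 128618619) had 3 reads in the cornea and 16 in the limbus, at least 1.63-fold higher in the limbus. Tlr2 (chromosome 3, 83836272 to 83841767) had 257 and 444 reads, a log2 ratio of 0.88 (95% CI 0.66 to 1.11). Tlr4 (chromosome 4, 66827584 to 66930284) had 688 reads in the cornea and 438 in the limbus, a log2 ratio of -0.56 (95% CI -0.73 to -0.38). In the authors' deposited table the log2 fold changes are 0.43 for Tlr12, 0.65 for Tlr2 and -0.44 for Tlr4. Of the 12 Toll-like receptor genes with reads, 9 had more normalized reads in the limbus, and beyond counting error 3 were higher in the limbus and 1 in the cornea.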

There was also an increased expression of Tlr12 and Tlr2 in the limbus, and decreased expression of Tlr4 in comparison to the cornea (Supplementary Fig. S1C). For members of the BMP signaling pathway, there was a significantly increased expression of BMP7, 1, 2 and 4, and a decreased expression of BMP3, 2k and 6 in the limbus when compared to the cornea (Supplementary Fig. S1D).

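Bmp4 had 3 reads in the cornea and 116 in the limbus, at least 13.8-fold higher in the limbus. Bmp2 had 12 and 56 reads, a log2 ratio of 2.32 (95% CI 1.40 to 3.35). The log2 ratios of Bmp1 and Bmp7 were 0.90 (95% CI 0.75 to 1.06) from 533 and 933 reads and 0.70 (95% CI 0.42 to 0.98) from 181 and 275 reads. On the corneal side, Bmp6 had 116 reads in the cornea and 43 in the limbus, a log2 ratio of -1.34 (95% CI -1.88 to -0.82). Bmp2k had 481 and 279 reads, a log2 ratio of -0.69 (95% CI -0.91 to -0.47), and Bmp3 had 267 and 172, a log2 ratio of -0.54 (95% CI -0.82 to -0.26). The genes are grouped by name and are not all ligands, since Bmp2k encodes a kinase. The authors' deposited table gives log2 fold changes of 1.15 for Bmp4, 0.82 for Bmp2, 0.69 for Bmp1, 0.51 for Bmp7, -0.73 for Bmp6, -0.53 for Bmp2k and -0.40 for Bmp3, and the smallest of their unadjusted p-values was 0.0837, for Bmp4. As a group, the 11 genes drawn had a median log2 ratio of 0.50 with a pseudocount of 1, above 62.7% of the matched random lists, and a median log2 fold change of 0.12 in the authors' deposited table, above 47.4% of them. Genes on the opposite strand overlap Bmp4 (Gm15217), Bmp2k (Paqr3) and Bmp6 (Txndc5).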

### Differential Expression of Keratins and LESC Markers Between the Limbal Region and Cornea

To ensure our samples were dissected appropriately, we also verified whether markers for LESCs were enriched in the limbal region and markers of corneal epithelial differentiation were enriched in the central cornea. As anticipated, the limbus presented higher expression levels of keratin 15, keratin 14, and keratin 19, whereas keratin 5 and keratin 12 were enriched in the central cornea (Supplementary Fig. S1F).

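Krt19 (chromosome 11, 100140810 to 100148665) had 1417 reads in the cornea and 30740 in the limbus, a log2 ratio of 4.53 (95% CI 4.46 to 4.61). Krt15, its neighbor on chromosome 11 (100131758 to 100135928), had 37738 and 353826 reads, a log2 ratio of 3.32 (95% CI 3.31 to 3.34). Krt14 (chromosome 11, 100203162 to 100207548) had 9952 and 53574, a log2 ratio of 2.52 (95% CI 2.49 to 2.56). Krt12 (chromosome 11, 99415666 to 99422259) was 4.56-fold higher in the cornea, with 1137735 reads there and 233324 in the limbus and a log2 ratio of -2.19 (95% CI -2.20 to -2.18). Krt5 (chromosome 15, 101707070 to 101712898) had 614126 and 433918 reads and a log2 ratio of -0.41 (95% CI -0.41 to -0.40). The authors' deposited table gives log2 fold changes of 1.89 for Krt19, the largest towards the limbus in that table, 1.78 for Krt15, 1.55 for Krt14, -1.43 for Krt12 and -0.34 for Krt5. Of the 21 genes drawn as LESC markers, with Trp63 drawn on both sides, 8 had more normalized reads in the limbus and 13 in the cornea, and beyond counting error 7 and 12 did. The median log2 ratio of the 21 genes was -0.35, above 8.96% of the matched random lists, and the median log2 fold change in the authors' deposited table was -0.24. The panel also holds markers of corneal differentiation, which the paper anticipated to be higher in the cornea. Its lowest ratio was that of Krt12 and its highest that of Krt19. The counts and the median over the panel therefore do not show whether LESC markers were higher in the limbus. The paper used these markers to check that the limbal and corneal tissue had been dissected appropriately.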

### Distribution of Differentially Expressed Genes Within PPI Networks of Has2 and HC5

In this study, we also constructed PPI networks to investigate the differential expression of genes related to HAS2 (Fig. 3A), HC5 (Fig. 3B), and TSG-6 (Fig. 3C). 

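Of the 78 genes drawn around Has2 in Fig. 3A, 68 had reads, and 8 of the others were listed at 0. Of the 68, 46 had more normalized reads in the limbus and 22 in the cornea. Beyond counting error, 32 were higher in the limbus and 15 in the cornea. The median log2 ratio was 0.33 with a pseudocount of 1, above 99.9% of the matched random lists, and 0.31 with genes of 3 reads or fewer in a library at their bound. Cd44 (chromosome 2, 102811141 to 102901665) was 4.17-fold higher in the cornea, with 13065 reads there and 2934 in the limbus and a log2 ratio of -2.06 (95% CI -2.117 to -2.001), the lowest ratio of the network. The authors' deposited table gives a log2 fold change of -1.37 for Cd44 with an unadjusted p-value of 0.0429, and a median of 0.20 for the network.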

Based on the PPI network of differentially expressed genes, we found that most genes within the Has2 network were also upregulated within the limbal region when compared to the cornea, with the notable exception of the HA receptor CD44. 

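Hapln1 and Hapln3 encode link proteins that hold HA and proteoglycans together, Acan encodes aggrecan and Ptx3 encodes pentraxin 3. Hapln3 (chromosome 7, 79115102 to 79131018) had 1 read in the cornea and 13 in the limbus, at least 1.27-fold higher in the limbus. Hapln1 (chromosome 13, 89539796 to 89611652) was listed at 0, so no difference was detectable at this depth. Acan, next to Hapln3 on chromosome 7 (79053483 to 79115099), had 0 reads in the cornea and 3 in the limbus, and no fold is given. Ptx3 (chromosome 3, 66219910 to 66225805) had 0 and 4 reads, a difference within counting error, and no fold is given. In the authors' deposited table the unadjusted p-values were 0.425 for Hapln3, 0.298 for Tnfaip6, 0.402 for Vcan, 0.695 for Acan and 0.656 for Ptx3.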

We found most genes associated with the formation of HA specific matrices, for example Hapln1, Hapln3, tnfalp6 (gene encoding TSG-6) and Vcan, were significantly upregulated in the limbal region, while Acan and Ptx3 were not (Fig. 3A). 

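In the network drawn around HC5 (Itih5) in Fig. 3B, 29 of 32 genes had reads, and 18 of them had more normalized reads in the limbus. Beyond counting error, 11 were higher in the limbus and 8 in the cornea. The median log2 ratio was 0.19 with a pseudocount of 1, above 87.0% of the matched random lists. It was 0.14 with genes of 3 reads or fewer in a library at their bound, and the median in the authors' deposited table was 0.11. In the network drawn around TSG-6 in Fig. 3C, 60 of 70 genes had reads and 44 of them had more normalized reads in the limbus, with 22 higher in the limbus and 12 in the cornea beyond counting error. Its median log2 ratio was 1.08 with a pseudocount of 1 and 0.56 with genes of 3 reads or fewer in a library at their bound, and the median in the authors' deposited table was 0.22.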

Although limited research has been dedicated to understanding the interaction between HC5 and HA, within the PPI network for HC5, both HC5 and Tnfal6 were found to be more highly expressed in the limbal region (Figs. 3B, 3C).

**Figure 3.**
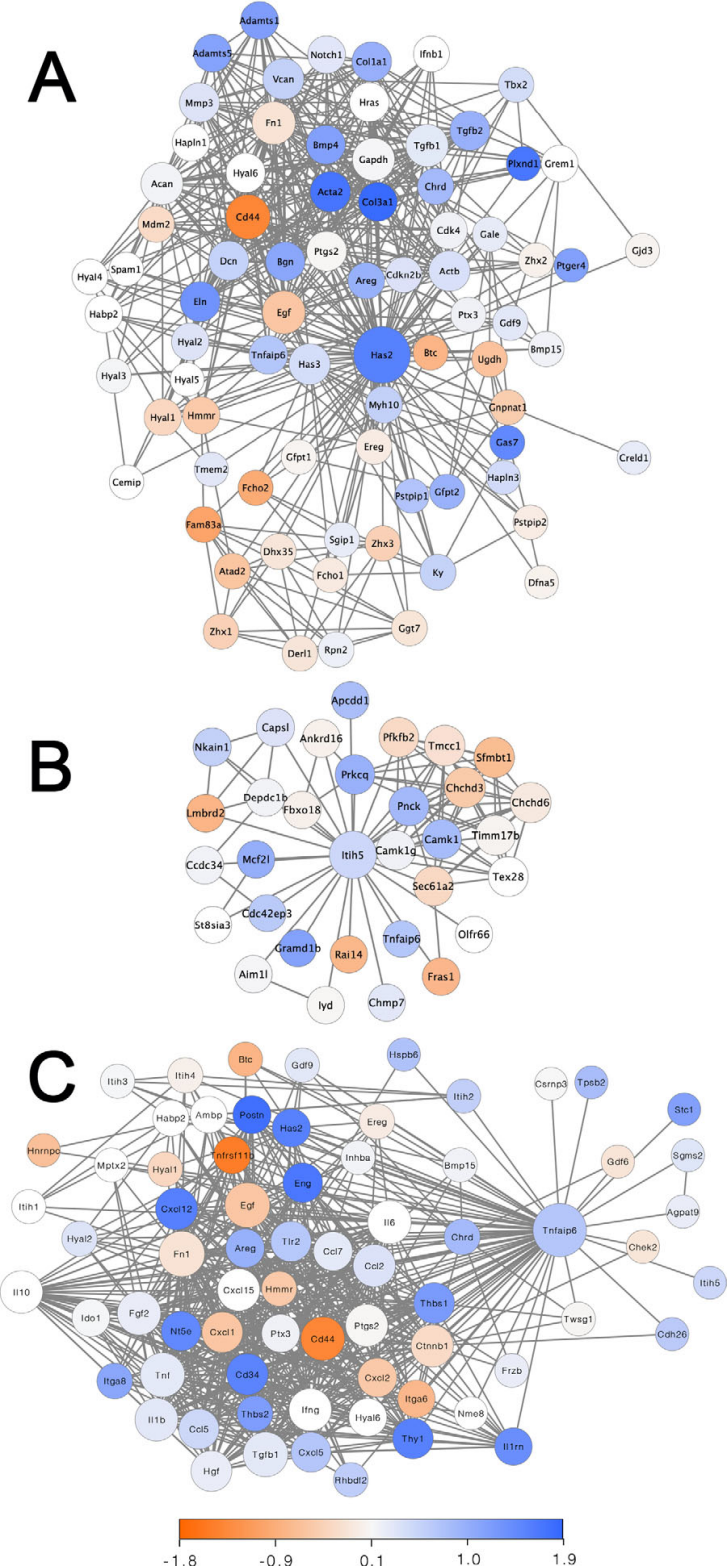
Protein-protein interaction (PPI) distribution networks for Has2, ITIH5 and TSG-6. PPI networks were built with the STRING database using Cytoscape for Has2, HC5, and TSG-6. The intensity and color indicate the fold change and whether the gene is upregulated (*blue*) or downregulated (*red*). The size of the circle indicates the number of interactions, where genes related with a high number of genes are represented with a larger circle.

### Identification of an HA/HC-Specific Matrix in the Limbal Region and Corneas by Western Blotting

To confirm the presence of HCs in the LSCN of human and pig corneas, crude ECM extracts were obtained from human and pig limbal rim and corneal buttons. The crude ECM extracts were digested or not with hyaluronidase before analysis by Western blotting. Our data shows that a HA/HC specific matrix is present in both in the cornea and limbus of both human (Fig. 4A) and in the limbus of pig corneas (Fig. 4B). IαI was detected in a large HA complex that can be seen at the origin of the gel in samples that were not digested with hyaluronidase (lanes 2 and 4; Figs. 4A, 4B). However, upon hyaluronidase digestion the HA chain is cleaved, releasing the HA bound proteins and proteoglycans, and the HCs are able to enter the gel and can be seen as bands with the anti-IαI antibody (Figs. 4A, 4B). Based on the molecular weight of the complexes identified with the anti-IαI antibody, both intact IαI, IαI carrying only one HC, and a fragment of HA carrying two HCs were identified (Figs. 4A, 4B).

**Figure 4.**
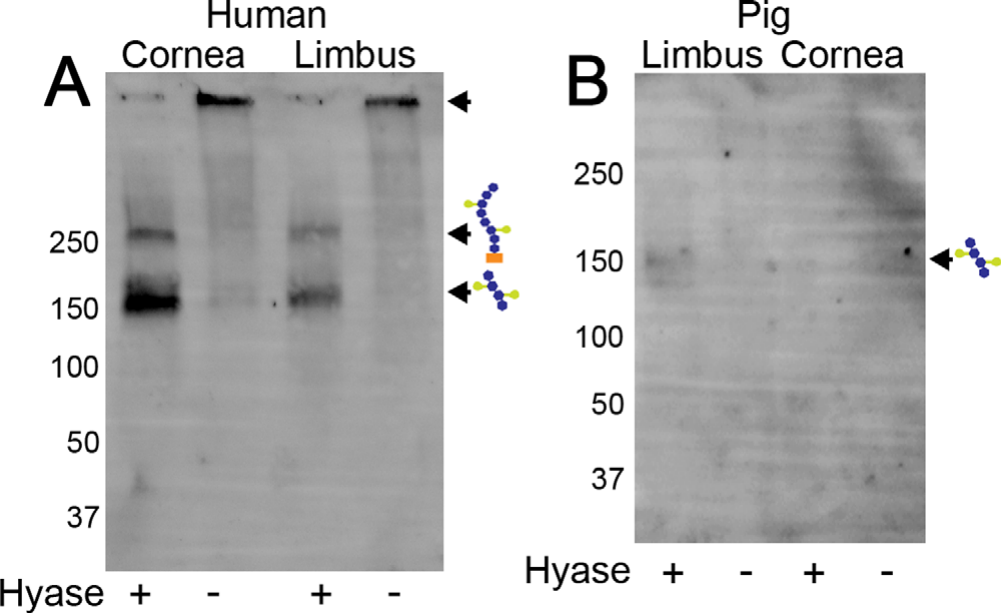
Identification of a HA/HC complex within the mouse, human, and porcine limbus and cornea by Western blotting. Western blot analysis of mouse (**A**), human (**B**), and porcine (**C**) central cornea and limbal crude extracts were digested with hyaluronidase or not and subjected to SDS-PAGE, transferred to polyvinylidene difluoride membranes and stained with anti-IαI (DAKO). Undigested samples show a large HA complex at the origin, whereas in digested samples, bands carrying IαI heavy chain fragments are able to migrate into the gel.

### Identification of an HA/HC-Specific Matrix in the Limbal Region and Corneas by Immunohistochemistry

To characterize the distribution of IαI within the cornea and limbal region, we carried out immunohistochemistry on human and porcine corneas. Anti-IαI from DAKO is a polyclonal antibody produced in rabbits against IαI from human serum. The antibody is highly specific and has been shown to recognize human and bovine bikunin, and mouse, rat, and human HCs.^45^^,^^46^ The specificity of the antibody has been validated in numerous studies over the years.^47^^–^^51^ In the human central cornea, we found that IαI is expressed at low levels in the epithelium, primarily in the basal lamina and basal layer of epithelial cells (Fig. 5A). In the human limbus, IαI is highly expressed in the palisades of Vogt, throughout all epithelial layers; however, it is most highly expressed in the basal layer (Fig. 5A). In the limbal region, IαI was also found to be expressed surrounding vessels and at lower levels throughout the stroma (Figs. 5A, 5C). In both the human corneal epithelium and limbal epithelium, IαI colocalized with HA, confirming that HCs participate in the formation of a HA/HC specific matrix in the human LSCN (Fig. 5A). In the pig corneas, IαI was localized in all epithelial layers in the central cornea and in the basal layer of the limbal epithelium (Fig. 5B). In the pig limbus, IαI was also expressed in the stroma underlying the epithelial crypts and surrounding vessels (Figs. 5B, 5D). HA colocalized with IαI in the basal layer of the central corneal epithelium, in the basal layer of the limbal epithelium, in the stroma underlying the limbal crypts and surrounding vessels in the limbal region (Fig. 5B).

**Figure 5.**
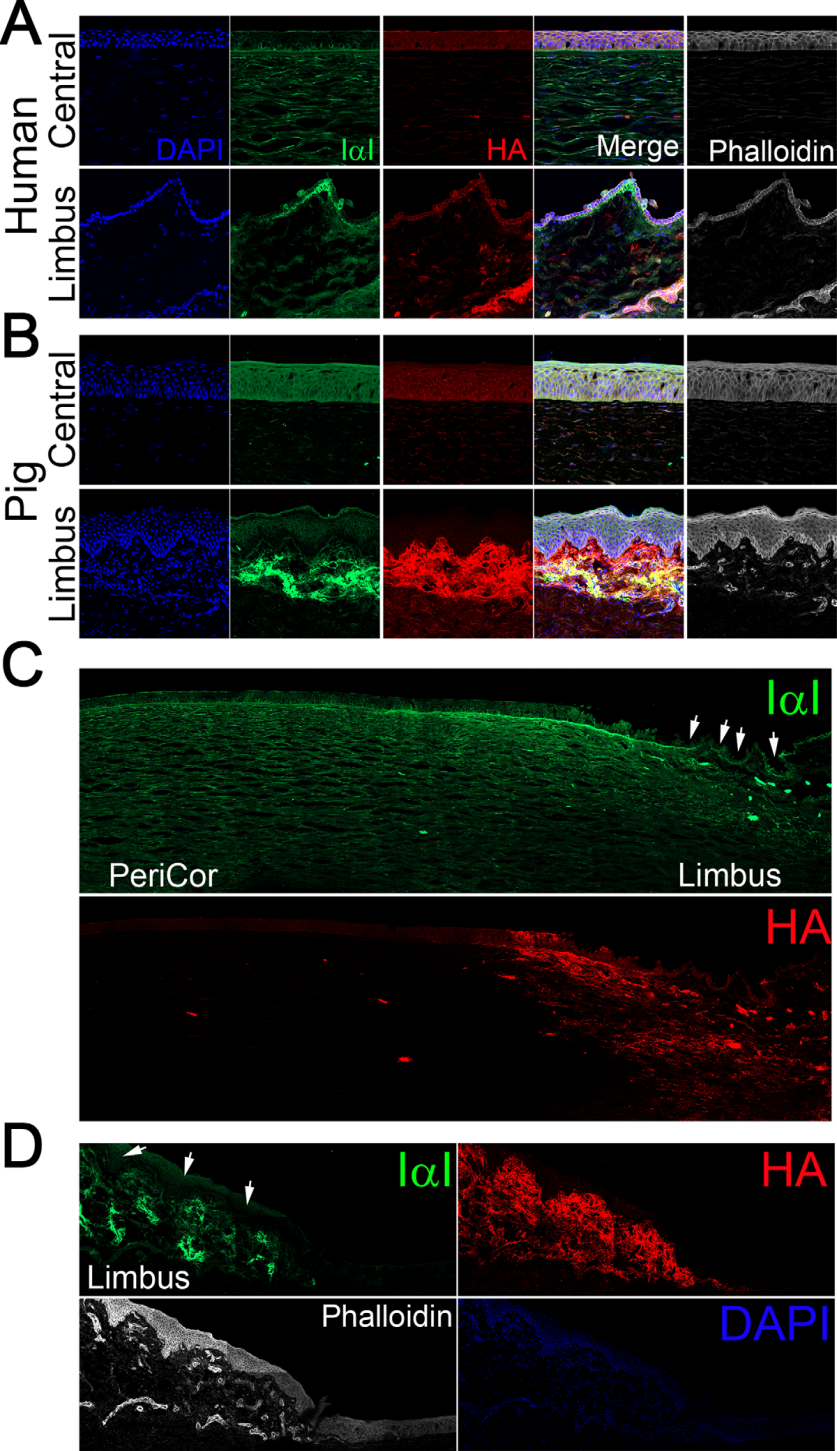
Characterization of the distribution of HA/HC specific matrices within the human and porcine corneas. Human (**A, C**) and porcine (**B, D**) corneas were fixed and prepared for immunohistochemical analysis of IαI (*green*) and HA (*red*). Nuclei were stained with DAPI.

### Identification of HC5 in the Limbal Region and Corneas by Immunohistochemistry

Immunohistochemistry was carried out on human corneas to characterize the distribution of HC5. Anti-HC5 staining achieved a similar tissue distribution to that of anti-IαI (Figs. 5, 6). Specifically, HC5 is highly expressed throughout all epithelial layers in the limbal region, with highest expression in the basal layer (Fig. 6). Importantly, HC5 staining colocalized with HA staining. HC5 was also found to be expressed in the epithelial layers in the peripheral cornea, surrounding vessels in the limbal region and in sparse cells throughout the limbal stroma, primarily in the anterior limbal stroma (Fig. 6).

**Figure 6.**
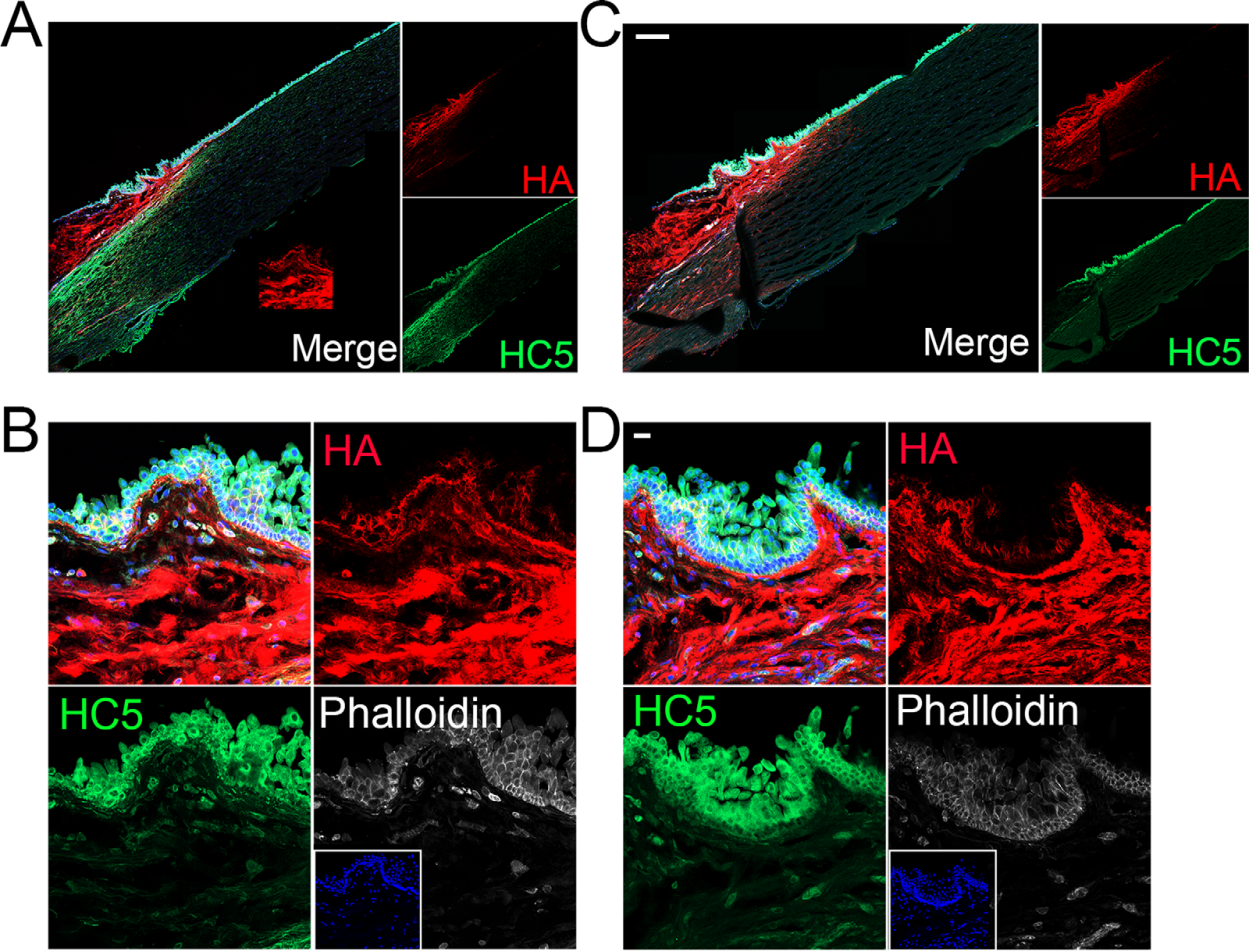
Characterization of the distribution of HC5 within the human corneas. Human corneas were fixed and stained with anti-HC5 (*green*) and HA (*red*). (**A, B**) Human corneas were stained with anti-HC5 by Santa Cruz (SC-390885), and (**C, D**) human corneas were stained with anti-HC5 by ThermoFisher (PA5-24445). The limbal region and peripheral cornea were imaged using the z-stack and tiling mode (**A, C**) or a single image was obtained of the limbal epithelium (**B, D**). Nuclei were stained with DAPI. *Scale bar:* 200 µm in **C** and 50 µm in **D**.

### Expression of the HA-Related Matrix Throughout Different Cell Compartments Within the Developing and Adult Human Cornea by Single-Cell Sequencing

To assess the expression and distribution of HA throughout the human cornea, we investigated the expression profile of the HASs and HYALs by single-cell RNA sequencing, based on Collin et al.^41^ For the different HASs, we found that HAS1 is expressed at low levels by a small subset of cells (<20%) within almost all cell compartments (Fig. 7D). HAS2 is expressed by a subset (≤20%) of limbal stromal keratocytes, limbal fibroblasts, limbal progenitor cells, limbal neural crest progenitors, fibroblastic corneal endothelial cells, corneal stroma keratocytes, and corneal endothelium (Fig. 7D). HAS3 was found to be expressed at low levels by a small subset of cells (<20%) within the melanocyte, limbal suprabasal epithelial cell, limbal superficial epithelial cell, limbal progenitor cell, limbal neural crest progenitor cell, fibroblastic corneal endothelial cell, corneal subrabasal epithelial cell, corneal stromal stem cell, corneal stroma keratocyte, corneal endothelial cell and corneal basal epithelial cell populations (Fig. 7D). The expression levels of hyaluronidases were also investigated among the different cell populations of the adult human cornea, and we found that hyaluronidase type 2 (HYAL2) was the most highly expressed (Fig. 7D). HYAL2 was found to be primarily expressed in the cornea by lymphatic and blood vessels, with ∼80% of cells within these cell populations expressing HYAL2, followed by limbal neural crest progenitors, with ∼40% of cells expressing HYAL2 (Fig. 7D). Thereafter, all other cell populations also expressed HYAL2, although at lower levels and within ≤40% of cells (Fig. 7D). Therefore HYAL2 is expressed throughout the human cornea. HYAL 1 and 3 were also found to be expressed in the human cornea throughout most cell compartments, although at significantly lower levels than HYAL2 and by ≤20% of cells.

**Figure 7.**
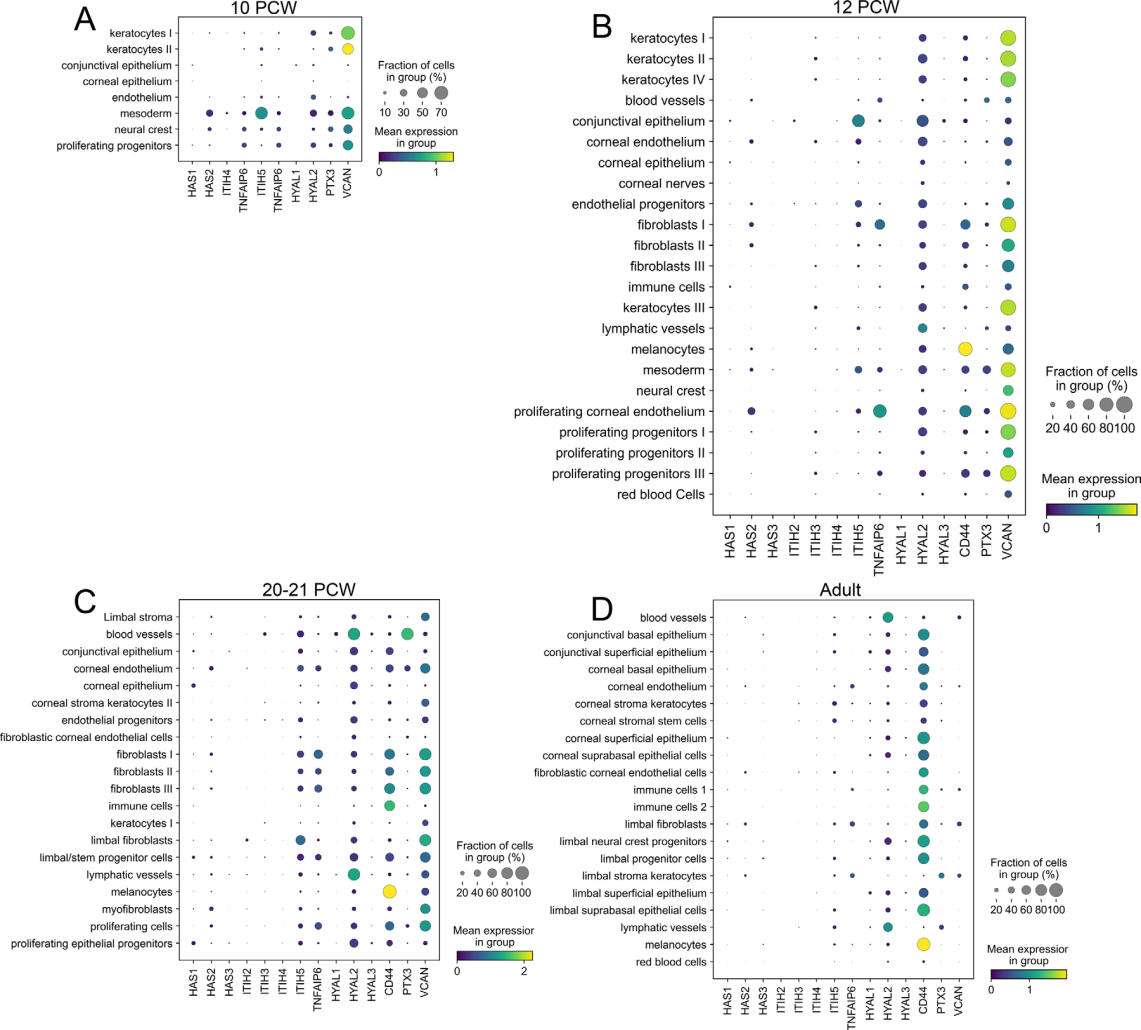
Single cell sequencing showing expression of HA-matrix related proteins in developing and adult human corneas. Mean expression of various HA-matrix related genes were analyzed in developing human corneas at 10 (**A**), 12 (**B**), and 20 to 21 (**C**) PCW and in adult corneas (**D**). The color represents the mean expression within each cell cluster, and dot size indicates the fraction of cells in each category that expresses a gene.

The expression profile of other LSCN molecules that associate with HA were also analyzed by single-cell RNA sequencing. For IαI, as seen with the mouse corneas, HC5 was the most highly expressed HC isoform in the human cornea (Fig. 7). ITIH5 was found to be expressed by ≤40% of cells within corneal stromal keratocytes and corneal stromal stem cells and by ≤20% of cells within melanocytes, lymphatic vessels, limbal suprabasal epithelial cells, limbal progenitor cells, limbal stroma keratocytes, limbal fibroblasts, fibroblastic corneal endothelial cells (Fig. 7D). ITIH5 was expressed by a smaller percentage of cells within all other corneal compartments (Fig. 7D). No ITIH1 and ITIH2 expression was detected in the human cornea, and negligible ITIH3 and ITIH4 expression was detected in a few corneal cell populations (Fig. 7D). TSG-6 was found to be expressed by ≤40% of cells within the limbal stromal keratocytes and limbal fibroblasts, and by ≤20% of cells within the corneal endothelium (Fig. 7D). PTX3 was found to be expressed by ≤40% of cells within the limbal stromal keratocytes and by ≤20% of cells within the lymphatic vessels (Fig. 7D). A very small amount of PTX3 was also found to be expressed by a small number of cells within all other cell compartments within the cornea (Fig. 7D). VCAN was also found to be expressed within the cornea by ≤40% of cells within the limbal fibroblasts, and ≤20% of cells within limbal stromal keratocytes, immune cells, and blood vessels (Fig. 7D). CD44, the main cell surface receptor for HA, was found to be highly expressed by ≥80% of cells throughout most corneal compartments (Fig. 7D). Specifically, CD44 was found to be highly expressed by ∼100% of melanocytes, limbal suprabasal epithelial cells, limbal neural crest progenitor cells, corneal superficial epithelium and corneal basal epithelium (Fig. 7D). Between 60–80% of cells within the limbal superficial epithelial cells, limbal progenitor cells and limbal neural crest progenitor cells also expressed CD44 (Fig. 7D). Thus most cells within the adult human limbal epithelium express CD44, via which these cells would bind to the HA matrix that is present within the LSCN.

The expression level of the different HA related proteins was also analyzed in different cell populations within the developing cornea (Figs. 7A–C). At 10 PCW, HAS2 is expressed primarily by mesodermal cells and neural crest cells, while at 12PCW it is primarily expressed by proliferating corneal endothelial cells, endothelial cells, and fibroblast populations, finally at 20–22 PCW, HAS2 is expressed at low levels in almost all corneal compartments (Figs. 7A–C). HAS1 and HAS3 are expressed at very low levels throughout most corneal compartments throughout all developmental stages analyzed (Figs. 7A–C). As seen in the adult cornea, HYAL2 is the primary HYAL expressed during development (Figs. 7A–C). At 10 PCW, all corneal compartments express HYAL2 in ≤30% of cells, and at 12 PCW, there is an increase in HYAL expression to ≤60% of cells (Figs. 7A–C). At 20 to 22 PCWs, HYAL continues to be expressed throughout all corneal cell compartments, with ∼100 % of cells within lymphatic and blood vessels expressing high levels of HYAL2 (Figs. 7A–C). HYAL 1 and 3 are also expressed within all corneal compartments, although by a very small subset of cells, ≤10% of cells (Figs. 7A–C). For IαI, ITIH5 is highly expressed in the mesoderm by ∼60% of cells and expressed at lower levels by ≤10% of cells in all other corneal cell compartments. ITIH4 was the only other HC detected at this stage and was found to be expressed by ≤10% of cells within the mesoderm, neural crest cells, and keratocytes I (Fig. 7A). By 12 and 20–21 PCW, ITI3, ITI4 and ITIH5 are expressed throughout all corneal compartments, although ITIH5 is the most significantly expressed (Figs. 7B, 7C). TSG-6 is expressed by ≤20% of cells within the mesoderm, neural crest, endothelium and keratocyte I cell compartments at 10 PCW, and by 12 PCW it is expressed by almost all corneal compartments, although most significantly by proliferating corneal endothelium (Figs. 7A, 7B). By 20–21 PCW, TSG-6 continues to be expressed by almost all corneal compartments, of note proliferating epithelial progenitors, limbal progenitor cells, and fibroblasts (Fig. 7C). Of all hyaladherins, VCAN was the most highly expressed throughout all developmental stages analyzed. At 10 PCW, VCAN was expressed by 40% to 70% of cells within the proliferating progenitor cells, mesoderm, neural crest cells and keratocytes. By 12 PCW, VCAN was expressed by all corneal cell types, primarily proliferating progenitors, neural crest cells, mesodermal cells, and fibroblasts (Fig. 7B). By 20–21 PCW, the number of cells expressing VCN has decreased, although all corneal cell compartments still contained cells that express VCAN (Fig. 7C). At this time point, primarily proliferating cells, myofibroblasts, limbal progenitor cells, limbal fibroblasts, fibroblasts, and the corneal endothelial cells express VCAN (Fig. 7C). PTX3 was expressed within most corneal cell compartments, although by ≤10% of cells. Notably, at 20–21 PCW ∼80% of cells within blood vessels expressed PTX3 (Fig. 7C).

## Discussion

In this study, we aimed to characterize the LSCN with the primary focus of identifying ECM components that are bound to HA in the cornea and limbal region. The limbal region was previously shown to contain an HA-specific matrix that is necessary for maintaining LESCs, and knock-out mice lacking enzymes involved in the biosynthesis of HA within the limbal region were shown to have a loss of LESCs.^52^ We went on to show that HA is present in the murine cornea primarily in the limbal epithelium, and assumes a net-like distribution surrounding the epithelial cells and forms cable like structures that extend into the cornea^52^ and that HMWHA can maintain LESCs during ex vivo expansion.^2^ Previous studies have demonstrated that HA associates with a number of proteins and proteoglycans to assemble HA-specific matrices.^30^^,^^33^^,^^53^^–^^56^ For example, in the central nervous system HA associates with aggrecan, link protein and tenascin to form specialized structures named perineuronal nets.^34^ HA has been shown to associate with HCs, TSG-6, pentraxin 3 and versican to form cable-like structures that surround umbilical cord mesenchymal cells (UMSCs).^48^^,^^57^ Thus we speculated that in the limbal region, HA must associate with hyaladherins enabling it to form a specific extracellular niche capable of supporting LESCs. Identifying the specific components of this niche will provide valuable information that can guide future studies into developing appropriate matrices for supporting LESCs both in vitro and in vivo.

Given our previous work demonstrated the HA-specific matrix was expressed primarily in the limbal region, we carried out an RNAseq analysis to identify genes that were differentially expressed between the limbal region and central cornea. We were able to identify that there was an increased expression of all HAS isoforms in the limbal region, when compared to the remaining cornea. This finding supports our previous study demonstrating that all three HAS isoforms are expressed in the limbus and cornea, and that HA is primarily expressed in the limbal region.^5^^,^^58^ We then actively searched the dataset for the expression levels of all proteins and proteoglycans known to associate or bind with HA. Of all those searched, IαI, TSG-6, versican, and tenascin were all found to be more highly expressed in the limbus when compared to the cornea. IαI is a PG that is composed of 3 polypeptides, a trypsin inhibitor named bikunin and two HCs, covalently bound to a CS.^59^ To date five HCs have been shown to exist and bind to HA.^45^^,^^54^^,^^60^ We hereby found that HCs 1 through 5 are expressed in the mouse limbal region, with HCs 2 and 5 being the most highly expressed. IαI was first identified in serum, and for many years was believed to be exclusively expressed in the liver.^60^^–^^62^ Since then, studies have identified various non-hepatic tissues that also express IαI, such as, adrenal, the appendix, bone marrow, brain, colon, duodenum, endometrium esophagus, fat, gall bladder, heart, lung, lymph node, ovary, pancreas, placenta, prostate, salivary gland, skin, small intestine, spleen, stomach, testis, thyroid, and urinary bladder,^46^^,^^63^^–^^65^ umbilical cord mesenchymal stem cells,^21^ the CNS^22^ and in certain cancers.^66^ We further confirmed the expression of HC2 and 5 in the cornea and limbal region of mouse corneas by real time PCR. We found that both HC2 and HC5 are indeed expressed in the cornea, with significantly higher expression levels in the limbal region. HC5 was also found to be the primary HC isoform expressed in the human cornea by single cell RNA sequencing. Previous studies have shown that the different HC isoforms have distinct biological functions.^63^^,^^67^^–^^70^ HC2 was first identified in human plasma and since then has been found to be expressed in the liver, central nervous system, ovaries, placenta, and testes in mice.^71^^–^^73^ HC5 was only recently identified and found to associate and bind to HA^74^ and has been found to be expressed primarily in fat tissue, placenta, and urinary bladder.^75^^–^^77^ To further confirm the expression of IαI in the cornea, and verify whether HCs are indeed transferred onto HA to form HA/HC matrices, we extracted the extracellular matrix from both human and pig corneas and subjected them to Western blotting analysis using a specific anti-IαI antibody. Interestingly, IαI was found to be expressed in the ECM of both the cornea and limbal region; however, it was identified as a large complex that was unable to migrate into a 4% to 12% gradient gel, indicating the HCs are bound to HA forming large macromolecules. When the samples were digested with hyaluronidase, the HCs were released and migrated at the molecular weight of 150 and 250 kDa. The 250 kDa band represents intact IαI, whereas the 150 kDa band represents two HCs.^78^ Immunohistochemistry further confirmed IαI and HC5 are expressed in the cornea limbus and colocalize with HA. Thus, based on our data, IαI is expressed in the cornea and limbal region, and HCs, in particular HC5, is transferred onto HA forming specialized HA/HC matrices. Interestingly, HC5 was also found to be the major HC expressed in the epidermis by Huth et al.^74^^,^^79^ This same group went on to show that in inflammatory skin diseases there is an increase in HC5 expression within the epidermis and inflammatory infiltrate.^74^^,^^79^

For more than two decades, the amniotic membrane, a tissue rich in HA/HC/TSG-6 complexes, has been used to promote wound healing, suppress inflammation and as an anti-scarring agent for ocular surface reconstruction.^80^^,^^81^ The amniotic membrane has also been extensively used as a substrate for culturing and transplanting LESCs onto the ocular surface, significantly augmenting transplantation success when treating LSCD.^82^^–^^85^ The Tseng group has successfully purified and characterized HA/HC/TSG-6 complexes from the amniotic membrane and show they are able to alone recapitulate the therapeutic benefits of the amniotic membrane.^86^ The Tseng group has also shown that the HA/HC complexes of the amniotic membrane are primarily made up of HMWHA covalently linked to HC1.^87^ Thus the amniotic membrane very closely recapitulates the ECM environment within LSCN, thus explaining why over the years the amniotic membrane has proven to be an optimal substrate for treating the ocular surface. However, the amniotic membrane has been shown to express solely HC1.^88^ Thus, based on our findings, HA/HC5 could offer improved therapeutic benefits over HA/HC1. Moreover, HA/HC5 could be used to support LESCs during ex vivo culture and as a potential new treatment strategy for LSCD with improved clinical outcome when compared to purified HA/HC1 and amniotic membrane.

In our study, TSG-6 was found to be expressed in the corneal limbal region at higher levels when compared to the remaining cornea. TSG-6 catalyzes the covalent transfer of HCs from IαI onto HA and can also bind and associate with HA, and, thus, TSG-6 plays a central role in the formation of HA/HC and HA/HC/TSG-6 specific matrices.^22^^,^^89^^–^^95^ The formation of HA/HC/TSG-6 complexes has been shown to have a role in most, if not all, inflammatory processes, such as promoting leukocyte adhesion to HA matrices.^48^^,^^50^^,^^96^ Whether the HA/HC matrices and TSG-6 identified in the cornea have a role regulating inflammation remains to be established. HA/HC/TSG-6 matrices have been shown to participate in the formation specialized niches surrounding various types of stem cells.^21^^,^^32^^,^^97^ We have previously shown that human umbilical cord mesenchymal stem cells synthesize an HA-specific matrix, namely a HA/HC/TSG-6/PTX3/versican matrix, that supports stem cell engraftment and enables these cells to survive xenograft rejection.^21^ Recently, TSG-6, HA and exogenous IαI were also shown to increase embryonic MSC engraftment into skeletal muscle and favor differentiation into muscle cells.^98^ Therefore TSG-6, HA, and IαI enable MSCs to generate a microenvironment that is important for embryonic MSC transplantation success.^98^

In this study, we also identified changes in the expression levels of various GAGs between the cornea and limbal region. We found an overall tendency of increased expression of CS biosynthetic enzymes in the limbal region when compared to the remaining cornea, indicating there could be increased levels of CS in the limbus. We previously characterized the structure of CS in the murine cornea, and found that after alkali burn there is an increase in highly sulfated forms of CS and a decrease in the lesser sulfate forms of CS.^20^ The expression profile of HS biosynthetic enzymes and HSPGs were also analyzed in this current study, and no differential expression was noted between the limbal region and remaining cornea. HS was previously shown to be necessary for maintaining the corneal and limbal epithelial integrity primarily by maintaining cell-cell and cell-matrix adhesion.^99^ We previously showed that HS expression levels and structure was not altered in the cornea after alkali burn.^20^ Special heterogeneity was previously demonstrated between the epithelial basement membrane of the human cornea, limbus, and conjunctiva.^100^ The central cornea epithelial basement membrane was shown to contain collagen IV composed of α3 and α5 chains, whereas the limbal epithelial basement membrane contains α1, α2 and α5 chains and laminin α2 and β2 chains.^101^ Additionally, the limbal region presents patchy distribution of laminin gamma3 chain, BM40/SPARC, and tenascin-C within the limbal palisades, which colocalize with cells expressing putative LESC markers.^102^ Furthermore, collagen XVI, fibulin-2, tenascin-C/R, vitronectin, bamacan, chondroitin sulfate, and versican are expressed at higher levels in the corneal-limbal transition zone colocalizing with clusters of cells believed to be late progenitor cells. Curiously, both of the latter studies noted that there were many similarities between the basement membrane of the limbal epithelium and conjunctival epithelium.

Finally, this study also analyzed the differential expression of signaling pathways previously shown to regulate the expression of ECM components during development, homeostasis and pathology. Worthy of note, members of the TGF-β signaling family were found to be more highly expressed in the limbal region, when compared to the remaining cornea. TGF-β signaling has been shown to regulate ECM deposition in various tissues, including the cornea.^103^^–^^105^ HA has also been shown to signal through TLRs, with HMWHA capable of suppressing TLR signaling while LMWHA promotes TLR signaling.^106^^,^^107^ In particular, LMWHA has been shown to signal through TLR2 and 4.^108^ Our study showed that TLR2 was primarily expressed in the limbus and thus could be involved in HA mediated signaling.

The cornea and limbal region carry out extremely different physiological functions.^109^^,^^110^ The limbal region supports the ingrowth and presence of blood and lymphatic vessels, contains numerous resident inflammatory cells, and supports two distinct stem cell pools, the limbal epithelial stem cells and the limbal mesenchymal stem cells.^9^^,^^111^ Additionally, the limbal region forms an important physical barrier between the conjunctiva and the cornea.^112^ In contrast, the primary physiological functions of the cornea are to protect the remaining components of the eye, provide the initial refractive power to light entering the eye and remain transparent.^113^ Taken together, this study demonstrates how the ECM in the cornea is significantly different in composition to that in the limbal region. These significant changes in the ECM composition throughout the cornea mean the ECM in these distinct compartments exert distinct signaling cues and have distinct biomechanical properties.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

# Supplementary material for: Characterization of the Limbal Epithelial Stem Cell Niche
**Source:** Invest Ophthalmol Vis Sci. 2023 Oct 31;64(13):48. doi: 10.1167/iovs.64.13.48
**Supplement:** Supplement 1

Supplementary Figure 2

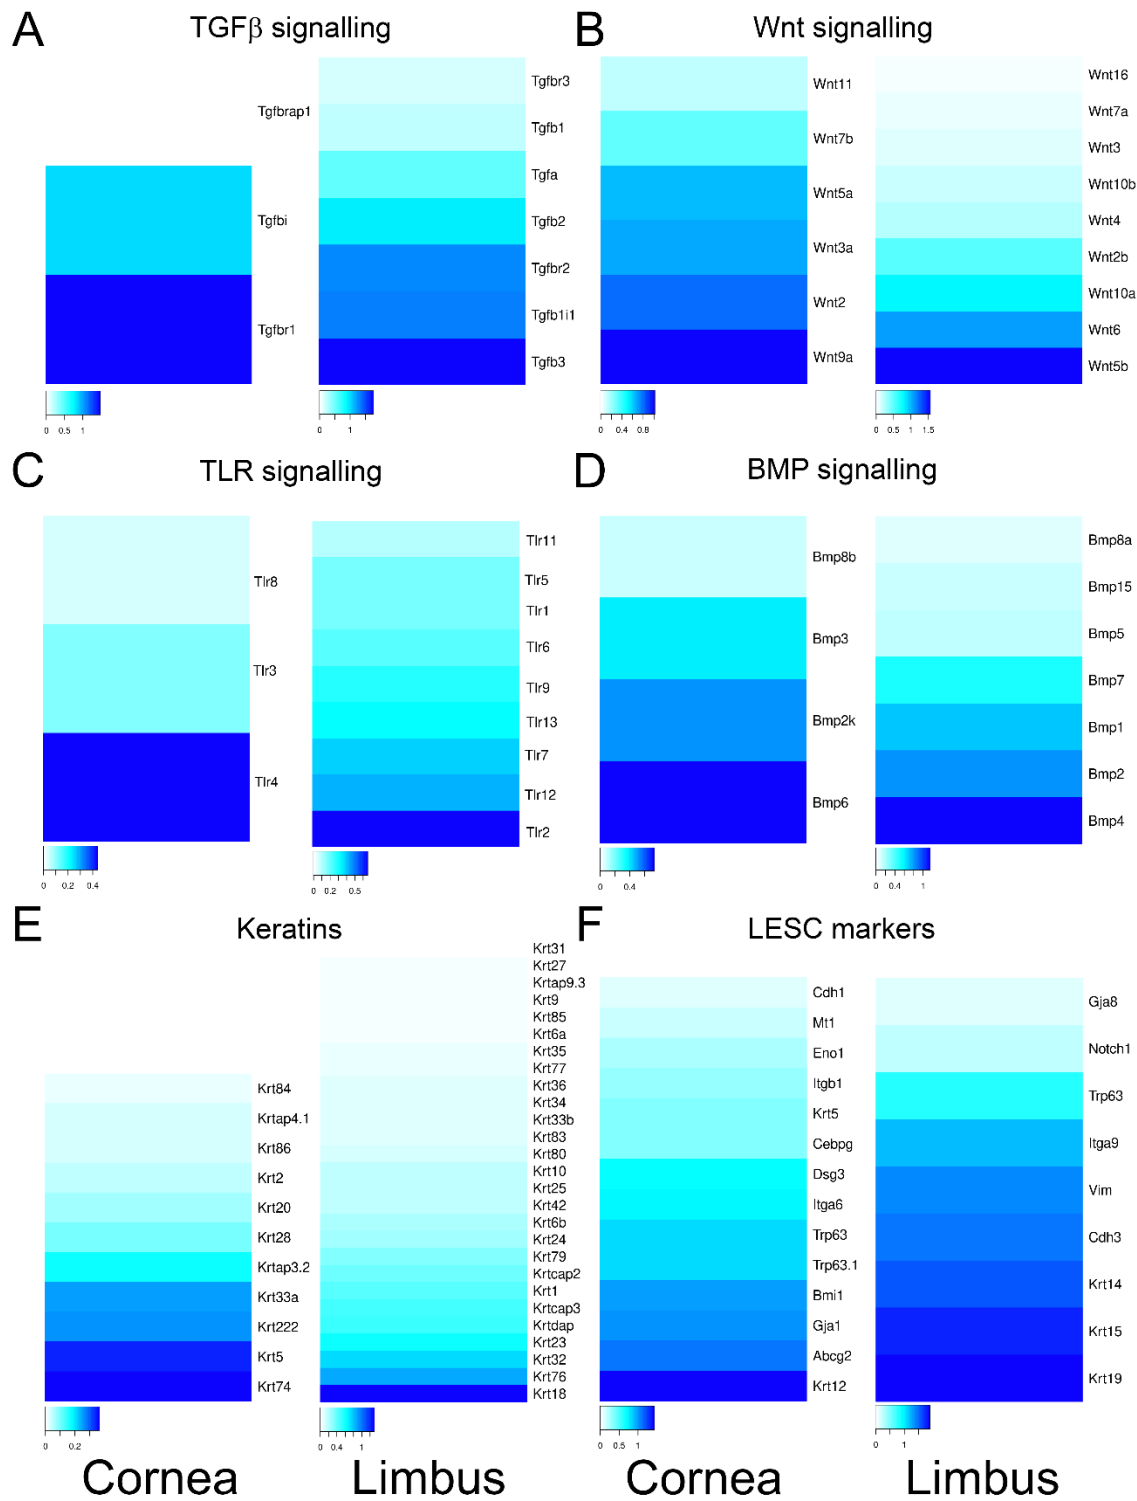

Differential expression of genes involved in signaling pathways and genes for putative stem cell markers between the central cornea and limbus in mice. Heatmaps were generated using

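Panel E of Supplementary Fig. S1 draws 38 genes whose names begin with Krt, and 37 of them had reads. Of these 37, 27 had more normalized reads in the limbus, and 12 had 3 reads or fewer in both libraries. Beyond counting error, 10 were higher in the limbus and 2 in the cornea. Their median log2 ratio was 0.63 with a pseudocount of 1, above 56.6% of the matched random lists, and 0 with genes of 3 reads or fewer in a library at their bound. The median log2 fold change in the authors' deposited table was 0.09, above 85.3% of the matched random lists. Taken by symbol, the numbered keratin genes with reads came to 44, of which 12 are not drawn in that panel. Beyond counting error, 18 of the 44 were higher in the limbus and 4 in the cornea, and the median of the 44 in the authors' deposited table was 0.10, above 99.0% of the matched random lists. Near-identical keratin genes can share reads, which the counting could split between them.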

Heatmapper showing differential expression of genes between the central cornea and the limbus for TGF- $\beta$  signaling (A), Wnt signaling (B), Toll-like receptor signaling (C), bone morphogenic protein (BMP) signaling (D), keratins (E), and LESC markers (F). The heatmap representing the color-coded fold expression for each heatmap is shown underneath each heatmap. Darker blue colors represent a higher fold difference. Heatmaps to the left indicate genes that are upregulated in the central cornea when compared to the limbal region, and heatmaps to the right indicate genes that are upregulated in the limbus when compared to the central cornea.

# Supplementary material for: Characterization of the Limbal Epithelial Stem Cell Niche
**Source:** Invest Ophthalmol Vis Sci. 2023 Oct 31;64(13):48. doi: 10.1167/iovs.64.13.48
**Supplement:** Supplement 2

# Supplementary Table 1

Table 1: Sequences of primers used for real time PCR

| Gene          | Accession number | Primers | Forward              | Reverse                |
|---------------|------------------|---------|----------------------|------------------------|
| <i>Chst10</i> | NM_145142.2      | 1       | GCCGATGTACGAGGACCAT  | TTCCATCACGGACCATCTGC   |
|               |                  | 2       | CGCCGATGTACGAGGACCAT | TCACATTGCCAAGCTGGACT   |
| <i>Itih5</i>  | NM_172471.2      | 1       | CCTGCAGGATGCTCAACAGA | ACGCTGTCTCCTATAAGCATGG |
|               |                  | 2       | TATGCCTTCACCACGGTGTC | CGCTGTCTCCTATAAGCATGG  |
| <i>Itih2</i>  | NM_010582.3      | 1       | TGCCTCAGAGTGTCGTGTTC | ATGCCGTTACAGTCATGGT    |
|               |                  | 2       | TCCTGAGAACCTGGACCCAA | GCCTCCACAGTCTGCTTCAT   |
| <i>Tgfb1</i>  | NM_011577.2      | 1       | GCTGAACCAAGGAGACGGAA | ATGTCATGGATGGTGCCCAG   |
|               |                  | 2       | CTGCTGACCCCCACTGATAC | AGCCCTGTATTCCGTCTCCT   |
| <i>Tgfb2</i>  | NM_001329107.1   | 1       | CTGTGGGTACCTTGATGCCA | CTCTGGCTTTGGGGTTTTGC   |
|               |                  | 2       | CTCCCCTCCGAAACTGTCTG | CTGTCTGGAGCAAAAGCTGC   |
| <i>Tgfb3</i>  | NM_009368.3      | 1       | GAAGAGATGCACGGGGAGAG | CAGACGGCCAGTTCATTGTG   |
|               |                  | 2       | TTACTGCTTCCGCAACCTGG | AGGTTCGTGGACCCATTTC    |
| <i>Gapdh</i>  | NM_001289726.1   | 1       | AACAGCAACTCCCCTCTTC  | CCTGTTGCTGTAGCCGTATT   |
| <i>Actb</i>   | NM_007393.5      | 1       | CACTGTCGAGTCGCGTCC   | TCATCCATGGCGAACTGGTG   |

# Supplementary material for: Characterization of the Limbal Epithelial Stem Cell Niche
**Source:** Invest Ophthalmol Vis Sci. 2023 Oct 31;64(13):48. doi: 10.1167/iovs.64.13.48
**Supplement:** Supplement 3

1. **This script allows for conversion of data from UCSC cell browser to Scanpy.**

###################################################################################

#Step 1. Choose your project at UCSC cell brownser. Go to Info > Data Download and#

#exprMatrix.tsv.gz and meta.tsv.###################################################

###################################################################################

#Step2. Use Seurat to convert barcodes and metadata to scanpy.#####################

require(Seurat)

require(data.table)

setwd("Project Name")

mat <- fread("exprMatrix.tsv.gz")

meta <- read.table("meta.tsv", header=T, sep="\t", as.is=T, row.names=1)

genes = mat[,1][[1]]

genes = gsub(".+[|]", "", genes)

mat = data.frame(mat[,-1], row.names=genes)

so <- CreateSeuratObject(counts = mat, project = "Project Name", meta.data=meta)

###################################################################################

#Step3. Save data as h5.Seurat

library(SeuratDisk)

SaveH5Seurat(so, filename = "pbmc3k.h5Seurat")

###################################################################################

#Step4. Convert seurat to anndata using sceasy

if (!requireNamespace("BiocManager", quietly = TRUE))

install.packages("BiocManager")

BiocManager::install(c("LoomExperiment", "SingleCellExperiment"))

library(sceasy)

library(reticulate)

conda_create("loompy")

conda_install(envname = "loompy",

packages = "loompy",

channel = "bioconda")

use_condaenv("loompy", required = TRUE)

py_config()

py_module_available("loompy")

use_condaenv('loompy')

loompy <- reticulate::import('loompy')

Convert("pbmc3k.h5Seurat", dest = "h5ad")

###################################################################################

#load data into scanpy

import scanpy as sc

import pandas as pd

from matplotlib import rcParams

sc.set_figure_params(dpi=80, color_map='viridis')

sc.settings.verbosity = 2

sc.logging.print_versions()

adata = sc.read("pbmc3k.h5ad", var_names='gene_symbols',cache=True)

adata.raw = adata

marker_genes = ['4323', 'LUM', 'DEC']

sc.set_figure_params(scanpy=True, dpi=300, dpi_save=300, frameon=True,

vector_friendly=True, fontsize=14, figsize='16,8', color_map=None,

format='tiff', facecolor=None, transparent=False)

ax = sc.pl.dotplot(adata, marker_genes, groupby='cluster',

cmap='viridis', save='Figure.tiff')

###################################################################################

1. **This sample script performs scanpy analysis**

###################################################################################

import numpy as np

import pandas as pd

import scanpy as sc

sc.settings.verbosity = 3

sc.logging.print_header()

sc.settings.set_figure_params(dpi=100, facecolor='white')

results_file = 'write/pbmc3k1.h5ad' # the file that will store the analysis results

adata = sc.read_csv(

'exprMatrix.tsv', # the directory with the `.mtx` file

delimiter=',',

dtype='float32')

adata.var_names_make_unique()

adata

adata.obs

#sc.pl.highest_expr_genes(adata, n_top=20, )

sc.pp.filter_cells(adata, min_genes=200)

sc.pp.filter_genes(adata, min_cells=10)

adata.var['mt'] = adata.var_names.str.startswith('MT-') # annotate the group of mitochondrial genes as 'mt'

sc.pp.calculate_qc_metrics(adata, qc_vars=['mt'], percent_top=None, log1p=False, inplace=True)

sc.pl.violin(adata, ['n_genes_by_counts', 'total_counts', 'pct_counts_mt'],

jitter=0.4, multi_panel=True)

#########################################################################################

sc.pl.scatter(adata, x='total_counts', y='pct_counts_mt')

sc.pl.scatter(adata, x='total_counts', y='n_genes_by_counts')

adata = adata[adata.obs.n_genes_by_counts < 2500, :]

adata = adata[adata.obs.pct_counts_mt < 5, :]

sc.pp.normalize_total(adata, target_sum=1e4)

sc.pp.log1p(adata)

sc.pp.highly_variable_genes(adata, min_mean=0.0125, max_mean=8, min_disp=0.5)

sc.pl.highly_variable_genes(adata)

###################################################################################

adata.raw = adata

adata = adata[:, adata.var.highly_variable]

sc.pp.regress_out(adata, ['total_counts', 'pct_counts_mt'])

sc.pp.scale(adata, max_value=10)

###################################################################################

sc.tl.pca(adata, svd_solver='arpack')

sc.pl.pca(adata, color='CST3')

sc.pl.pca_variance_ratio(adata, log=True)

adata.write(results_file)

adata

###################################################################################

sc.pp.neighbors(adata, n_neighbors=4, n_pcs=39)

#sc.pp.neighbors(adata, n_neighbors=6, n_pcs=24)

sc.tl.leiden(adata)

###################################################################################

sc.tl.paga(adata)

pl.paga(adata, plot=False) # remove `plot=False` if you want to see the coarse-grained graph

sc.tl.umap(adata, init_pos='paga')

sc.tl.umap(adata)

sc.pl.umap(adata, color=['CST3', 'NKG7', 'PPBP'], use_raw=False)

sc.tl.leiden(adata)

sc.pl.umap(adata, color=['leiden', 'CST3', 'NKG7'])

adata.write(results_file)

sc.tl.rank_genes_groups(adata, 'leiden', method='t-test')

sc.pl.rank_genes_groups(adata, n_genes=25, sharey=False, save='ttest.pdf')

sc.tl.rank_genes_groups(adata, 'leiden', method='wilcoxon')

sc.pl.rank_genes_groups(adata, n_genes=25, sharey=False, save='wilcoxon.pdf')

sc.tl.rank_genes_groups(adata, 'leiden', method='logreg')

sc.pl.rank_genes_groups(adata, n_genes=25, sharey=False, save='logreg.pdf')

marker_genes = ['HAS1', 'HAS2', 'HAS3', 'ITIH1', 'ITIH3', 'ITIH4',

'ITIH5', 'TNFAIP6', 'HYAL1', 'HYAL2', 'HYAL3',

'HYAL4', 'CD44', 'PTX3', 'VCAN', 'ACAN', 'KERA', 'LUM', 'DCN', 'BGN', 'FMOD']

new_cluster_names = ['Limbal Suprabasal Cells', 'Melanocytes', 'Corneal Superficial Epithelium', 'Corneal Endothelium', 'Blood Vessels', 'Conjunctival Superficial Epithelium',

'Corneal Basal Epithelium', 'Corneal stromal keratocytes','Lymphatic vessels', 'Limbal Progenitor cells','Limbal Superficial Epithelium',

'Limbal Stroma Keratocytes','Corneal Stromal Stem Cells', 'Conjunctival Basal Epithelium',

'Limbal Fibroblasts','Corneal Suprabasal Cells', 'Fibroblastic Corneal Endothelial Cells',

'Immune cells 2','Immune cells 1', 'Limbal Neural Crest Progenitors', 'Red Blood Cells']

new_cluster_names = ['0', '1', '2', '3', '4', '5','6', '7','8', '9','10','11','12', '13', '14','15', '16', '17', '18', '19', '20', '21' ]

adata.rename_categories('leiden', new_cluster_names)

fig = plt.figure(figsize=(6, 6))

How the deposited data were processed for this re-analysis (not part of the article)

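RNA sequencing of pooled mouse limbal rims and corneal buttons was analyzed from 1 table of the comparison of the 2 tissues. The paper's methods give adaptor trimming, mapping to GRCm38 (mm10) in CLC Genomics Workbench and normalization by the trimmed mean of M-values. The authors deposited, for each gene, the mean over the libraries of the normalized signal, that is reads divided by a size factor per library. The authors deposited the fold change of cornea over limbus on the log2 scale with its standard error, both shrunken towards 0, and its sign was turned here so that positive is higher in the limbus. The p-values and adjusted p-values are those the authors deposited and were not recomputed, apart from Benjamini-Hochberg adjustment over the genes left by each filter. The table is laid out like one from DESeq, which the authors' methods do not mention.

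The table has 40904 rows, of which 23420 name a gene and 17484 have no gene name and stayed out of every total. Of the named genes, 5978 are listed with a mean of 0. The remaining 17442 means can be written as whole reads of 2 libraries, 109 cornea reads being worth as much as 102 limbus reads. The mean alone allows 1 pair of read numbers for 6143 genes and several for 11299. The pair was chosen whose predicted log2 fold change and standard error, from a shrinkage model fitted to the table, came closest to the deposited ones. For 17423 genes (99.9%) both were met to within 0.001 in sum, 19 genes were placed by the standard error alone, and for 2 genes the next best pair missed by less than 10 times as much. For the 19 genes, among them Mmp3, Alox12e, Myh4 and Tnnt3, the dispersion of the gene itself in place of the shrunken one gave both values to within 0.000629 in sum, while the other pairs missed by 0.122 or more. Their own dispersion lay at least 3.63 above the fitted trend on the natural log scale, and that of the other genes at most 3.61. This check was added after the values were seen. The method was tested on simulated data: for 17009 simulated genes, all read numbers were found exactly, and of 200 genes made to change, 195 had the direction they were made with. The simulated values were made with the same shrinkage model, with every dispersion shrunken. The simulation therefore shows that reads can be found under that model, and does not test whether the model describes the deposited values. Because the reads were worked back, read numbers are derived values and not a count table.

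The sample labels list 8 samples, 4 per tissue with the numbers L001 to L004, which is also how sequencing lanes are named. The table holds no value for a numbered sample, so each tissue counts as 1 library, no spread between replicates was available, and no test across replicates was made. The design fixed before the data were examined expected counts per sample and used the authors' own comparison where only that table was given, so the authors' log2 fold changes are the main values and ratios of reads stand beside them. The cornea library had 26104317 reads on named genes and the limbus library 21182025, and the 10 genes with the most reads took 17.5% and 13.3% of them. Of the 17442 genes, 13067 had at least 10 reads in the cornea and 14218 in the limbus. Confidence intervals at the 95% level are exact Clopper-Pearson intervals of the limbal share, turned into ratios by the size factors. A library with 3 reads or fewer was set to 3 reads and gave, in place of a fold, the lower end of the exact interval, and no fold was given where both libraries were at or under 3 reads.

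Gene sets are the genes drawn in Fig. 1A to 1F, Fig. 3A to 3C and Supplementary Fig. S1, 17 sets in all, copied from the figures by hand. Each set was described by the number of genes on each side, its median, and the percentile of the median among 10000 random lists matched on mean expression in 20 bins. On simulated reads with unchanged genes, 3 of 100 random lists lay above the 95th percentile, and all 20 lists of changed genes did. Ratios were recomputed with a pseudocount of 1 normalized read, after scaling to total reads, and after a trimmed mean of log ratios written for this work that trims 30% of the log ratios and 5% of the mean log values at each end. Filters on a mean of at least 10 and at least 50, centring on the median, whole gene families by symbol and random lists without matching were also run.

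The genes named in the text are those the paper's results or legends name for the mouse RNA sequencing, 61 in all. The rule also asked for the genes with the largest changes past the adjusted p-value threshold, of which there were none. Other genes were named after their values were seen, and the text says so. Positions of the 61 genes are from the GENCODE annotation of GRCm38, the build in the paper's methods. Another gene overlaps 24 of them, in 12 cases a protein-coding gene, and since the paper's text does not state whether counting used strand, their values carry that limit. For tissue carried over in the dissection, 18 lists of cell type genes written before the data were examined were compared between the libraries. The values of 1 listed gene are not reported here. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots matplotlib 3.10.9. The qPCR, immunostaining and HA measurements of the paper were not analysed here.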

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

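The lists of cell type genes were written beforehand, but the skeletal muscle, lens and retina patterns, and the single genes named from the lists, were chosen only after the values had been seen.

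The limbal library held 12320 reads of 10 skeletal muscle genes that the paper does not discuss, against 103 in the corneal library. The signal lies far above the 3 reads that a count of 0 allows. All 10 listed genes were higher in the limbal library, led by Myh4 with 8 and 3126 reads in cornea and limbus, Tnnt3 with 5 and 1926, Ckm with 5 and 1653 and Acta1 with 10 and 1564. None of them had 100 reads in the cornea, none is in another list and none is drawn in the paper's figures. Depth does not give this pattern, since the limbal library is the shallower one, and scaling moves all genes alike and so does not set these apart from the others. A candidate explanation is skeletal muscle carried over with the limbal rim. The count of 10 genes higher in the limbal library is the pattern itself and does not test it, and with 1 library per tissue expression of these genes by cells of the limbus itself stays open as well.

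Lens genes gave 11433 reads in the limbal library and 1368 in the corneal library over 9 genes, and retina genes gave 13984 and 11546 over 8 genes. The paper reports on neither tissue. In the limbal library, 8 of the 9 lens genes were higher, 1 of them with 3 reads or fewer in the cornea, and 7 of the 8 retina genes were higher beyond counting error. Among the abundant genes of these lists, Cryaa had 468 and 5423 reads in cornea and limbus, Crybb2 had 327 and 3147, and Gnat1 had 160 and 1506. Gnb1, which many cells express, went the other way with 10922 and 8206. In the cornea, 5 of the lens genes and 3 of the retina genes had at least 100 reads, so part of the signal is in both libraries. Candidate explanations are lens tissue carried over with the limbal rim and retina tissue carried over with the limbal rim. The counts of 8 and 7 genes are the pattern itself and do not test them. A true difference between limbus and cornea in these genes stays open as well.

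Melanocyte genes gave 1614 reads in the limbal library and 319 in the corneal library over 7 genes, and blood vessel endothelium genes gave 4619 and 283 over 9 genes. The paper's mouse RNA sequencing results discuss neither group. The median log2 ratios were 2.50 and 6.55 with a pseudocount of 1, and 2.35 and 6.87 with genes of 3 reads or fewer in a library at their ratio to 3 reads. The most abundant were Dct with 183 and 710 reads in cornea and limbus, and Plvap with 3 and 914. For each list 1 gene had at least 100 reads in the cornea, and 1 endothelial gene is drawn in the paper's figures. The same holds here for depth and scaling. The tissue compared is itself a biological explanation, untested here, since these libraries cannot separate vessels and pigment cells of the limbus from those of adjoining tissue.

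The ribosomal RNA precursor Rn45s, which the paper does not discuss, had 518274 reads in the corneal library and 58995 in the limbal library, or 1.99% and 0.279% of all reads, a log2 ratio of -3.04 (95% CI -3.05 to -3.03). Lars2, Rpph1 and Rmrp, named here after their values were seen, lay on the same side with log2 ratios of -3.31, -3.53 and -2.31. If all RNA without a poly(A) tail had been kept more in the corneal library, histone genes and small nuclear and nucleolar RNA genes would have shifted alike. Their median log2 ratio over 46 genes was -0.59 (95% CI -0.90 to -0.13), with 12 genes higher in the cornea and 1 in the limbus beyond counting error. The shift went to the side that this explanation needs but was smaller than the shift of -1 set for it. A weaker effect of this kind is therefore not excluded. A difference in the removal of ribosomal RNA between the libraries and a difference between the tissues both stay open, and with 1 library per tissue neither was tested.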

How the results depend on the processing

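Apart from the scalings, the ratio without pseudocount and the unadjusted p-value, which were chosen after seeing the data, the alternatives were set before the data were examined. No paired analysis was possible because the table has no column per numbered sample and holds 1 library per tissue. For the same reason leaving out each numbered sample and the fits of 2 count models were not run.

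The smallest adjusted p-value was 0.9997, so 0 genes had one of 0.05 or less, and the stricter settings of a cutoff of 0.01 and a minimum fold change could only give 0 as well and say nothing about stability. Adjusted again over the genes with a mean of at least 10 or at least 50, the smallest was 0.9997 and 0.9999, and neither filter had a gene near the cutoff. An unadjusted p-value under 0.05 gave 367 genes. Of 54 named genes with reads, 53 kept their direction in every alternative run on them. The exception was Lum, at -0.01 in the authors' deposited table, which changed to 0.19 under total-read scaling and 0.00319 under the trimmed mean of log ratios. For the gene sets, the count of genes and the heavy chains, 269 values were recomputed. Of these, 225 stayed within the spread of the main value and 44 did not. The 225 include the stricter settings that could only give 0 and the whole families that are the drawn genes themselves.

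The deposited fold changes are shrunken, so ratios of reads gave larger medians by construction. With a pseudocount of 1, the median log2 ratio moved to 0.76 for ECM components, 0.91 for Chst genes, 1.73 for collagens, 1.70 for MMPs, 1.02 for Wnt, 0.99 for TLR, 0.63 for keratins, 0.33 for the Has2 network and 1.08 for the TSG-6 network. Scaling to total reads raises a log2 ratio without a pseudocount by 0.21, and with the pseudocount by less for genes with few reads. With the pseudocount it gave 0.97, 1.12, 1.93, 1.88, 1.08, 1.18, 0.83, 0.54 and 1.25 in that order, and 0.53 for heparan sulfate enzymes. The trimmed mean of log ratios gave 0.78, 0.93, 1.75, 1.71, 1.03, 1.00, 0.65, 0.35 and 1.09, and 0.34 for heparan sulfate enzymes. With genes of 3 reads or fewer in a library at their ratio to 3 reads, the medians were 0.51, 0.92, 1.25, 1.42, 0, 0.59, 0, 0.31 and 0.56, so those of Wnt and the keratins came to 0. None of the scaled medians changed sign, and the share of genes on the limbal side stayed within its interval in each set.

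The filters reversed the direction of the Wnt genes and the heparan sulfate enzymes. Among Wnt genes, 45.5% were higher in the limbus with a mean of at least 10 (median log2 fold change -0.13) and 40% with at least 50 (median -0.22). Among heparan sulfate enzymes, 42.9% were higher with a mean of at least 50 (median -0.0451). The filter on 50 also moved the ECM components to 57.7%, the MMPs to a median of 0.85 and the keratins to 90% with a median of 0.30, and the filter on 10 moved the median of the keratins to 0.30. Fewer genes at the floor enter these values. Without matching on expression, the percentile of the Chst genes among random lists went from 98.85 to 99.95. Other sets changed more. The BMP genes went from 47.4 to 82.1, the laminins from 72.7 to 53.0, the Wnt genes from 87.5 to 73.6 and the LESC markers from 12.9 to 1.61. The cause was not tested. Ranked by log2 fold change, Itih2 came 1 and Itih5 came 2, the reverse of their order by normalized reads. Centring on the median left every set value within its spread, and so did whole families. Except for the keratins, no gene with reads of these families is undrawn, so the whole family is the drawn set and tests nothing. For the keratins, the percentile of the median among matched random lists went from 85.3 to 99.0.

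Few reads in the cornea limit several named genes. Has2, Has3, Tnfaip6, Vcan and Tnc rest on 6 to 11 reads there, so their intervals are wide, and Chst1, Hapln3, Bmp4 and Tlr12, with 3 reads or fewer there, have only a lower bound.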

Differences from the paper's values

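The reads per library and, for the authors' shrunken values, the ends of the color scale of Fig. 3 lay within the factor of 1.5 set for a difference. Recomputed from the reads with a pseudocount of 1, the ends over all genes were 8.89 and -5.54. In Fig. 3, read by eye, they were about 1.9 and about -1.8. With more than 3 reads in both libraries, the lowest log2 ratio was -4.54. The end of -5.54 therefore rests on a gene at or under 3 limbal reads and is no exact fold. Among genes drawn in Fig. 3 with more than 3 reads in both libraries, log2 ratios ranged from -3.39 to 8.50. The following statements of the paper and values differ.

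The paper calls the changes of Wnt6, Wnt5b, Bmp1, Bmp2, Bmp4, Bmp7, Hapln1, Hapln3, Tnfaip6, Vcan and the trend of the MMPs significant. In the authors' deposited table, 0 genes had an adjusted p-value of 0.05 or less. With 1 library per tissue, the difference between the tissues is counted as spread in these p-values. They give no backing for the word significant, but they do not show that the changes are absent. At an unadjusted p-value under 0.05, a setting chosen after seeing the values, Wnt5b passed with 0.0306, whereas Wnt6 had 0.113, the lowest of the BMP genes was 0.0837 for Bmp4, the lowest of Hapln3, Tnfaip6 and Vcan was 0.298 for Tnfaip6, and 0 of the 20 MMPs passed. By counting error alone, which compares 2 libraries and not the tissues, Wnt6, Wnt5b, Bmp1, Bmp2, Bmp7, Tnfaip6, Vcan and 7 of the MMPs were higher in the limbus, while Bmp4 was at least 13.8-fold and Hapln3 at least 1.27-fold higher.

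The paper states that Hapln1 was increased in the limbus, but Hapln1 was listed at 0. The paper states that heavy chains from the first to the fifth were detected, but Itih1 was listed at 0, and Itih3 and Itih4 had at most 2 reads in a library. Has1, stated to be increased, had 0 and 2 reads. Ambp, which encodes the light chain of IαI, was listed at 0, where the paper states that IαI was increased. Fig. 1A draws Extl2 on the limbal side and Fig. 1B on the corneal side, and its reads were 383 in the cornea and 231 in the limbus. Supplementary Fig. S1F draws Trp63 on both sides, where it had 8737 and 3929 reads. Extl2 and Trp63 were named after their values were seen.

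The qPCR of Fig. 2C and Fig. 2E shows Chst10 and TGF-β2 lower in the limbus. In these libraries the log2 ratios were 1.85 for Chst10 and 1.62 for Tgfb2, both towards the limbus.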

Other observations

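The tests of scaling, of depth and of goblet cells and the comparison with X-linked genes were chosen after the result was seen.

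Genes with a large ratio lay mostly on the limbal side. A log2 ratio of at least 3 was found for 495 genes towards the limbus and 34 towards the cornea, while the median over all genes with a mean of at least 10 was -0.04. A few genes taking most of the reads would shift all ratios together, and a shift of 0.999 would put as many of these genes on each side. The 13 genes among the 10 with the most reads in either library took 18.7% of the corneal and 14.4% of the limbal reads, and leaving them out of the totals moves all log2 ratios by 0.0751, so they do not account for this side. A deeper library would show more genes of its own, but the shallower limbal library had 516 genes with more than 3 reads and 0 in the cornea, against 64 the other way. A more varied mix of cells in the limbal rim, whether of the limbus or carried over with it, stays open as a hypothesis.

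The shrunken fold changes hide how far genes lie apart. The 65 genes with a log2 ratio of at least 5 have log2 fold changes from 0.28 to 1.87 in the authors' deposited table. Mmp3, Alox12e and Myh4, named like the next pair of genes after their values were seen, had log2 ratios of 8.50, 8.99 and 8.71 and deposited log2 fold changes of 0.30, 0.28 and 0.29, whereas Ckm and Tnnc2, with log2 ratios of 8.46 and 8.27, had 1.34 and 1.36. The first 3 are among the 19 genes whose values were met only with their dispersion left unshrunken. A heatmap of the deposited values therefore does not rank such genes by their ratio of reads.

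Conjunctival epithelium genes were higher in the limbal library, with all 6 listed genes beyond counting error and a median log2 ratio of 3.20. Krt4 had 2138 reads in the cornea and 71498 in the limbus, and Krt13 had 35544 and 120736. In the cornea 5 of the 6 had at least 100 reads, and 1 is drawn in the paper's figures. If conjunctiva had come with its goblet cells, their genes would have risen too. Of the 4 goblet cell genes with more than 3 reads in a library, 2 were higher in the limbus, Agr2 with 46 and 618 reads in cornea and limbus and Clca1 with 6 and 25, and 1 in the cornea, Fcgbp with 1483 and 912. Spdef had 18 and 25, within counting error, and Muc5ac had 1 read in each library. These few genes go both ways and decide nothing, so conjunctiva with its goblet cells carried over with the limbal rim, conjunctival epithelium without them and epithelium of the limbus itself all stay open.

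Xist had 23270 reads in the cornea and 10056 in the limbus, a log2 ratio of -1.11 (95% CI -1.15 to -1.08). A different mix of male and female mice would have put Y-linked reads into the limbal library. Ddx3y, Eif2s3y, Kdm5d and Uty together had 5 reads, and all 5 were in the limbal library, the side this explanation needs. Their X-linked counterparts Ddx3x, Eif2s3x, Kdm5c and Kdm6a had 18731 reads in the cornea and 9327 in the limbus, each lower in the limbus beyond counting error. For male cells to be the whole cause, their share would have to account for the 53.8% of Xist missing from the limbal library, but the Y-linked reads there were 0.0536% of the X-linked ones (upper bound 0.125%). This argument takes Y-linked genes of male cells to be read at a level near that of their X-linked counterparts, which these libraries do not show. What lowers Xist in the limbus is open.

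For the Chst genes, collagens and MMPs, 0 genes with reads are not drawn, so a choice of genes within a family is not behind their limbal side. This does not hold for the keratins, of which 12 with reads are not drawn. A choice of the families themselves was not tested. Of the first 3 families, the Chst genes had the lowest percentile of a whole family among matched random lists. It was 98.9 for the deposited log2 fold changes and 95.8 for the ratios with a pseudocount of 1.

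The other cell type lists gave these median log2 ratios with a pseudocount of 1, where 0 is no difference. They were 5.34 for mast cells, 4.25 for smooth muscle and pericytes, 3.84 for lymphatic endothelium, 3.27 for Schwann cells, 2.21 for immune cells, 1.99 for iris and ciliary body, 1.09 for scleral and limbal fibroblasts, 0.89 for corneal endothelium, 0.54 for goblet cells, 0.14 for the 1 red blood cell gene with reads, -0.69 for corneal epithelium and -1.42 for keratocytes. The medians for skeletal muscle, lens and retina were 7.25, 3.16 and 3.05. With genes of 3 reads or fewer in a library at their ratio to 3 reads, the lists with such genes gave 4.76 for mast cells, 4.29 for smooth muscle and pericytes, 3.62 for lymphatic endothelium, 3.39 for Schwann cells, 2.21 for immune cells, 2.32 for iris and ciliary body, 1.09 for scleral and limbal fibroblasts, 0.57 for goblet cells, 7.33 for skeletal muscle and 3.26 for lens. Of the mast cell genes, 4 of 5 had more than 3 reads in the limbus only, whereas Kit had 5165 reads in the cornea and 2491 in the limbus. Trp63, which Supplementary Fig. S1F draws on both sides, was lower in the limbus, with 8737 and 3929 reads and a log2 ratio of -1.06 (95% CI -1.112 to -1.003). No biological explanation of these lists was tested.

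In the table, 27 gene names are numbers of 5 digits, the form a spreadsheet gives to a date, and 24 of them have reads. These genes could not be named.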
